# The transcription factor ORA59 represses hypoxia responses during *Botrytis cinerea* infection and reoxygenation

**DOI:** 10.1093/plphys/kiae677

**Published:** 2024-12-20

**Authors:** Luca Brunello, Alicja B Kunkowska, Emma Olmi, Paolo M Triozzi, Simone Castellana, Pierdomenico Perata, Elena Loreti

## Abstract

Transcription factors belonging to the large ethylene response factor (ERF) family are involved in plant responses to biotic and abiotic stresses. Among the ERFs, OCTADECANOID-RESPONSIVE ARABIDOPSIS 59 (ORA59) integrates ethylene and jasmonic acid signaling to regulate resistance to necrotrophic pathogens. The ERF group ERFVII encodes oxygen-labile proteins that are required for oxygen sensing and are stabilized by hypoxia established at the site of Botrytis (*Botrytis cinerea*) infection. Here, we show that ORA59 represses ERFVII protein activity to induce the expression of hypoxia-responsive genes in Arabidopsis (*Arabidopsis thaliana*). Moreover, inhibition of ethanol fermentation enhances plant tolerance to Botrytis, indicating a trade-off between the hypoxia and defense responses. In addition, ERFVII members and ORA59 are both involved in the downregulation of hypoxia-responsive genes during reoxygenation. Taken together, our results reveal that the ERFVII transcription factor–ORA59 module ensures that the multiple roles of ERFVII proteins are correctly balanced to favor plant tolerance to biotic or abiotic stresses.

## Introduction

Botrytis (*Botrytis cinerea*) is a necrotrophic fungus responsible for a gray mold disease that kills its host plant cell and then grows on dead tissue. Botrytis can infect more than 200 dicot hosts, causing serious damage to crop productivity, which inevitably leads to economic losses (Williamson et al. 2007). The fact that Botrytis is considered one of the most dangerous pathogens worldwide has prompted many researchers to study the mechanism(s) utilized by plants to fight infection. Plants respond to pathogen attack through different biological responses at the physiological, biochemical, and molecular levels. Model organisms such as Arabidopsis (*Arabidopsis thaliana),* have been used to reveal many aspects of the plant-Botrytis interaction.

The plant's response to Botrytis involves phytohormones, such as salicylic acid (SA), jasmonic acid (JA), ethylene (ET), and abscisic acid (ABA). In Arabidopsis, the response against biotrophic and hemibiotrophic pathogens is generally mediated by SA (Wildermuth et al. 2001), whereas JA and ET play a role against necrotrophic pathogens (Lorenzo et al. 2003; Thaler et al. 2004). The resistance of Arabidopsis plants defective in ETHYLENE INSENSITIVE 2 to Botrytis is impaired, suggesting that functional ethylene signal transduction is required to fight pathogen infection (Thomma et al. 1999). Several ethylene response factors (ERFs) are involved in plant stress responses, including Botrytis attack (Thaler et al. 2004; Broekgaarden et al. 2015). Among them, OCTADECANOID-RESPONSIVE ARABIDOPSIS 59 (ORA59) has been identified as a regulator of Botrytis resistance, given that transgenic plants overexpressing *ORA59* exhibit increased resistance to Botrytis, whereas *ORA59* gene-silenced plants are more susceptible (Pré et al. 2008). Furthermore, *ORA59* gene expression is synergistically induced by JA and ET, suggesting that ORA59 plays a role in their signaling pathways (Pré et al. 2008).

The involvement of ERFs during pathogen infection has also been demonstrated by the interaction between ORA59 and RELATED TO AP2.3 RAP2.3 (Kim et al. 2018). Both the ORA59 and RAP2.3 proteins were shown to be required for Arabidopsis resistance to the necrotrophic pathogen *Pectobacterium carotovorum* (Kim et al. 2018). Notably, ORA59 interacts with RAP2.3 in the nucleus, although the interaction of ORA59 and RAP2.3 is not required for nuclear translocation (Kim et al. 2018). Although both ORA59 and RAP2.3 are required for Arabidopsis defense responses, it is unclear whether all ERFVIIs potentially interact with ORA59 and what consequences these interactions might have on the primary role of ERFVIIs, namely, the induction of hypoxia-responsive genes (*HRGs*) (Gasch et al. 2016). Together with RAP2.12, RAP2.2, and hypoxia-responsive ERF (HRE)1 and 2, RAP2.3 belongs to subgroup VII of ERFs. In addition to their well-studied role in hypoxia signaling (Loreti et al. 2016; Loreti and Perata 2023), ERFVII proteins play an emerging role in the plant response to pathogens (Zhao et al. 2012; Gravot et al. 2016; Kim et al. 2018; Vicente et al. 2019; Valeri et al. 2021). There is evidence that *35S:RAP2.2* Arabidopsis plants are more tolerant to Botrytis infection, whereas the mutant line *rap2.2–3* is more susceptible, suggesting that ERFVIIs play a role in Botrytis infection (Zhao et al. 2012). Overexpression of ERF72 (RAP2.3) increases resistance to Botrytis in Arabidopsis, suggesting that both RAP2.3 and RAP2.2 may play a role in Botrytis resistance (Li et al. 2022).

ERFVII transcription factors play a pivotal role in the sensing of low oxygen and nitric oxide (NO) (Gibbs et al. 2011, 2014; Licausi et al. 2011). RAP-type ERFVIIs are constitutively expressed under normal oxygen availability, but their *N*-terminal cysteine residues (after Met removal) are exposed and oxidized by plant cysteine oxidase (PCO) (Weits et al. 2014; White et al. 2018), which channels these ERF-VII proteins to the proteasome (Varshavsky 2011) for degradation (the *N*-degron pathway). When low oxygen occurs, PCOs are not able to oxidize the *N*-terminal cysteine residues, and ERFVIIs are stabilized and migrate into the nucleus, triggering the transcription of *HRGs* (Gasch et al. 2016).

Botrytis infection causes a drop in oxygen level in the Arabidopsis leaf regions undergoing fungal growth, due to increased respiration rate of the fungus (Valeri et al. 2021). Interestingly, using a system in which Botrytis can elicit responses in Arabidopsis cells without causing an infection, oxygen consumption was strongly increased, indicating that the metabolism of the host was stimulated upon elicitation by Botrytis (Veillet et al. 2017). Also the pathogen elicitor flagellin22 induces a drop in oxygen concentration in Arabidopsis leaves (Valeri et al. 2021).

The link between Botrytis infection and hypoxia has been described in Arabidopsis leaves (Valeri et al. 2021). In fact, the role of ERFVII proteins during Botrytis infection predicts that these oxygen-labile proteins are stabilized during infection. The establishment of local hypoxia leads to the stabilization and relocalization of RAP2.12, (Gibbs et al. 2011; Licausi et al. 2011). However, the consequences of ORA59 interaction with some ERFVII proteins are largely unknown.

Here, we show that ERFVIIs are involved in plant defense pathways, with ORA59 representing a counterpart in the ERFVII-dependent regulation of the hypoxic response. The ORA59-ERFVII module is also involved in the dampening of the hypoxic response during plant reoxygenation, indicating that the role of ORA59 goes beyond the responses to necrotrophic fungi and represents a player in the regulation of gene expression during hypoxia.

## Results

### Only a subset of hypoxia-responsive genes is activated during Botrytis infection

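RNA from rosettes of 4-week-old plants was hybridized to Affymetrix ATH1 arrays, 1 array for each of 4 conditions: Col-0 after mock treatment, Col-0 infected with Botrytis, and the same pair for erfVII, the mutant in the 5 ERFVII transcription factors. Infected plants were sampled 48 h after inoculation, and each array held the pooled RNA of 5 biological replicates. The authors preprocessed the scans with MAS5.0 and deposited 1 linear signal intensity for each of 22810 probe sets, 64 of them controls. The signals have the same 2% trimmed mean on each array to within 0.001%, while the medians lie at 182 (Col-0 mock), 156 (Col-0 Botrytis), 184 (erfVII mock) and 163 (erfVII Botrytis). The values were used as deposited, without further scaling. Probe sets were named from the platform's gene table and from the copy of Table S1 at hand, which holds only the first 3.94% of its rows. These tables name 14235 probe sets, 13706 of them with a single gene, and leave 8511 unnamed here. Of the 49 core anaerobic genes, 24 could be named, each through 1 probe set, and the other 25, among them PDC1 and ADH1, are not analysed here. Signals below 100 were treated as too dim for a fold: of the 868 Table S1 probe sets below 100 on the Col-0 mock array, 3.34% were detected at a detection p under 0.05, against 53.3% of the 15 at 100 to 150 and 93.8% of the 16 at 150 or more, so a signal just above 100 is often not detected either. These rows are far dimmer than the whole Col-0 mock array, where 60.7% of probe sets other than controls were at 100 or more. The detected shares may therefore not hold for the other probe sets. A gene below 100 on both arrays gets no fold, and where only the dimmer signal is below 100 the fold is given against 100, as a lower bound. With 1 array per condition no test across replicates was run, so no difference has a replicate check, and the number of arrays limits the precision. For scale, the central 95% of log2 ratios between the erfVII and Col-0 mock arrays, which also differ in genotype, ran from -0.81 to 0.91 at mean signals of 100 to 200 and from -0.44 to 0.44 at 2000 or more.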

To explore the extent of *HRGs* induction in response to hypoxia caused by Botrytis infection, we focused on the 49 core anaerobic genes (Mustroph et al. 2010). To our surprise, only few of these genes were induced after Botrytis infection (Fig. 1A, Group A), while a large group of these *HRGs* was not induced or even slightly repressed after infection (Fig. 1A, Group B). This is counterintuitive, given that Botrytis causes hypoxia (Valeri et al. 2021). 

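Among the named core anaerobic genes with signals of at least 100 on both Col-0 arrays, the largest difference was that of PDC2 (AT5G54960), a pyruvate decarboxylase of ethanol fermentation, whose signal was 687 on the mock array and 7912 on the Botrytis array, 11.5-fold higher (log2 ratio 3.53). CML38 (AT1G76650), a calmodulin-like protein, had signals of 34.1 and 783, at least 7.83-fold higher. The ERFVII gene HRE2 (AT2G47520, ERF71 in Fig. 1A) had signals of 11.1 and 561, at least 5.61-fold higher. HUP40 (AT4G24110) had the highest log2 ratio, 6.14, but its mock signal was only 2.68 and its Botrytis signal 189, which gives a bound of at least 1.89-fold. On the signals as deposited, 6 of the 24 core anaerobic genes named here were at least 2-fold higher after infection, 6 at least 2-fold lower and 12 within 2-fold. All 6 of the higher genes belong to Group A of Fig. 1A, of whose 15 members the other 9 are not named here. None of the 18 named Group B genes was at least 2-fold higher. With every signal below 100 raised to 100, 5 genes were at least 2-fold higher and 3 at least 2-fold lower.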

The *HRGs* are all induced by hypoxia (Mustroph et al. 2010) and are transcriptionally controlled by ERFVIIs (Gasch et al. 2016). We checked the expression of *HRGs* belonging to the 2 groups in plants subjected to Botrytis, hypoxia, and submergence. The expression of alcohol dehydrogenase (*ADH*), a classical marker of hypoxia responses at the transcriptional level, was not induced by Botrytis (Fig. 1B), in agreement with Valeri et al. (2021). Under hypoxia and submergence, *ADH* was instead induced, as expected (Fig. 1B). A similar pattern of expression was observed for other Group B genes, such as *HYPOXIA RESPONSE UNKNOWN PROTEIN 44* (*HUP44*), *HUP54*, *HUP6*, and *HYPOXIA RESPONSE ATTENUATOR1* (*HRA1*). The expression of other *HRGs* belonging to Group A, namely, *HUP40*, *HYPOXIA RESPONSIVE ERF2* (*HRE2*), *PIRUVATE DECARBOXYLASE1* (*PDC1*)*, CALMODULIN-LIKE 38* (*CML38*), and *SIMILAR TO RCD ONE 5* (*SRO5)* was instead strongly induced by Botrytis (Fig. 1C).

**Figure 1.**
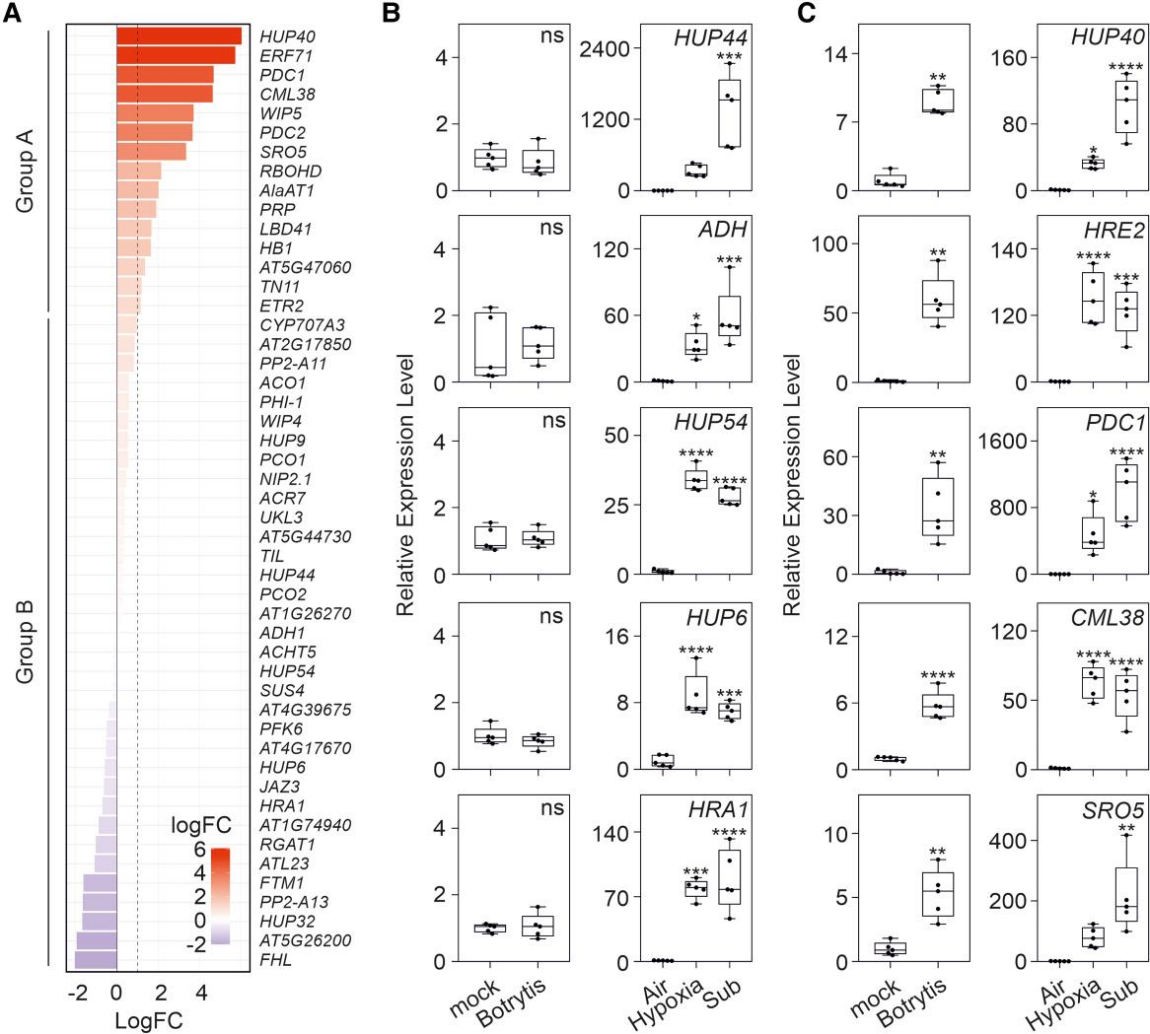
Expression of hypoxia-responsive genes during Botrytis infection **A)** bar plot of log_2_ fold change (log_2_FC) expression values for core anaerobic genes after 48 h from the inoculation with Botrytis. Genes are sorted in descending order, with a dashed line indicating the threshold of log_2_FC = 1, representing significantly upregulated genes in adult Arabidopsis plants rosette 48 h post infection. **B)** Expression analysis of Group B core anaerobic genes after 48 h from infection with Botrytis and upon low-oxygen stresses. The treatments were 4 h of gaseous hypoxia and 4 h of submergence. Data (*n* = 5) are relative to the mock group for Botrytis and to the air group for hypoxia/submergence treatments, both set to 1. **C)** Expression analysis of Group A core anaerobic genes after 48 h from infection with Botrytis and upon low-oxygen stress. The treatments were as in panel **B)**. Statistically significant differences in **B)** and **C)** are indicated by the asterisks (Student *t*-test, unpaired comparison was used for mock to Botrytis comparison, one-way ANOVA followed by Dunnett's multiple comparisons test was used for air to hypoxia and submergence comparisons. * = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). Lines within the boxes indicate the median, while the bottom and top of each box denote the first and third quartile, respectively, the dots represent the single data points and whiskers denote the min/max values.

These findings suggest the suppression of ERFVII activity for a large group of *HRGs*, despite the evidence of the stabilization of these transcription factors during Botrytis-induced hypoxia (Valeri et al. 2021).

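The transcripts of the ERFVII factors themselves differed in how they stood after infection of Col-0. RAP2.3 (AT3G16770) was abundant on both arrays, with a signal of 7154 after mock treatment and 6135 after infection, 1.17-fold lower (log2 ratio -0.22). HRE1 (AT1G72360) lay close to the limit of 100, at 96.5 and 111. HRE2 was the ERFVII gene that was at least 2-fold higher. RAP2.2 and RAP2.12 are not named in the tables used here. None of these array values measures ERFVII protein. The paper proposes that ERFVII activity is suppressed for many HRGs, although these factors are stabilized in infected leaves.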

### ORA59 represses the ERFVII-dependent induction of *HRGs*

A large set of *HRGs* is not induced by Botrytis (Fig. 1A; Group B), despite hypoxia and concomitant ERFVII stabilization occurring in Botrytis-infected leaves (Valeri et al. 2021). 

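Group B held genes with abundant transcripts that barely differed between the Col-0 arrays and others that were lower after infection. HUP54 (AT4G27450) had a signal of 4473 on the mock array and 3582 on the Botrytis array, 1.25-fold lower (log2 ratio -0.32). TIL, a temperature-induced lipocalin, had signals of 5553 and 6300, 1.13-fold higher (log2 ratio 0.18). AT1G74940 was 2.05-fold lower, from 1029 to 503 (log2 ratio -1.03). HUP32 (signals of 225 and 63.0) was at least 2.25-fold lower and AT5G26200 (241 and 56.2) at least 2.41-fold lower. HRA1, the repressor of ERFVII activity, had signals of 103 and 57.0, too close to the limit of 100 for more than a bound of at least 1.03-fold lower. On the signals as deposited, 12 of the 18 named Group B genes lay within 2-fold and 6 were at least 2-fold lower. These counts include 5 genes below 100 on both arrays, for which no fold is given: AT2G17850, HUP9 and HUP44 among those within 2-fold, and RGAT1 and FHL among those lower. With signals below 100 raised to 100, only AT1G74940, HUP32 and AT5G26200 were at least 2-fold lower. The other 16 genes of Group B are not named here.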

The expression of *HRA1*, which is a known repressor of ERFVII activity (Giuntoli et al. 2014), was not induced by Botrytis (Fig. 1B), thus potentially rule out its involvement in repressing ERFVIIs-dependent *HRGs* induction.

Convergence of the hypoxic pathway with the plant's response to Botrytis is represented by increased levels of JA. JA-dependent responses are important for activating the plant defense pathway in response to Botrytis, but evidence for an increased JA level is also available for the response of Arabidopsis to hypoxia (Yuan et al. 2017). Arabidopsis plants treated with methyl-jasmonate (MeJA) clearly expressed the JA-responsive genes *JAZ1* and *ORA59* (Fig. 2A) and showed a lower induction of *HRGs* in submerged plants (Fig. 2B). This indicates that JA reduces the induction of *HRGs*. Imaging of luciferase (LUC) activity in plants that were treated under hypoxia after an exogenous MeJA treatment highlighted a clear reduction of luminescence signal from hypoxia-responsive *pADH:LUC* as well as in the 5-time repeated hypoxia-responsive promoter elements (5xHRPE) *LUC* reporter lines (*5xHRPE:LUC*; Fig. 2C and D). ERFVIIs directly interact with the HRPE (Gasch et al. 2016), indicating that the MeJA repression is due to reduced ability of ERFVIIs to bind to the hypoxia-responsive promoter elements.

**Figure 2.**
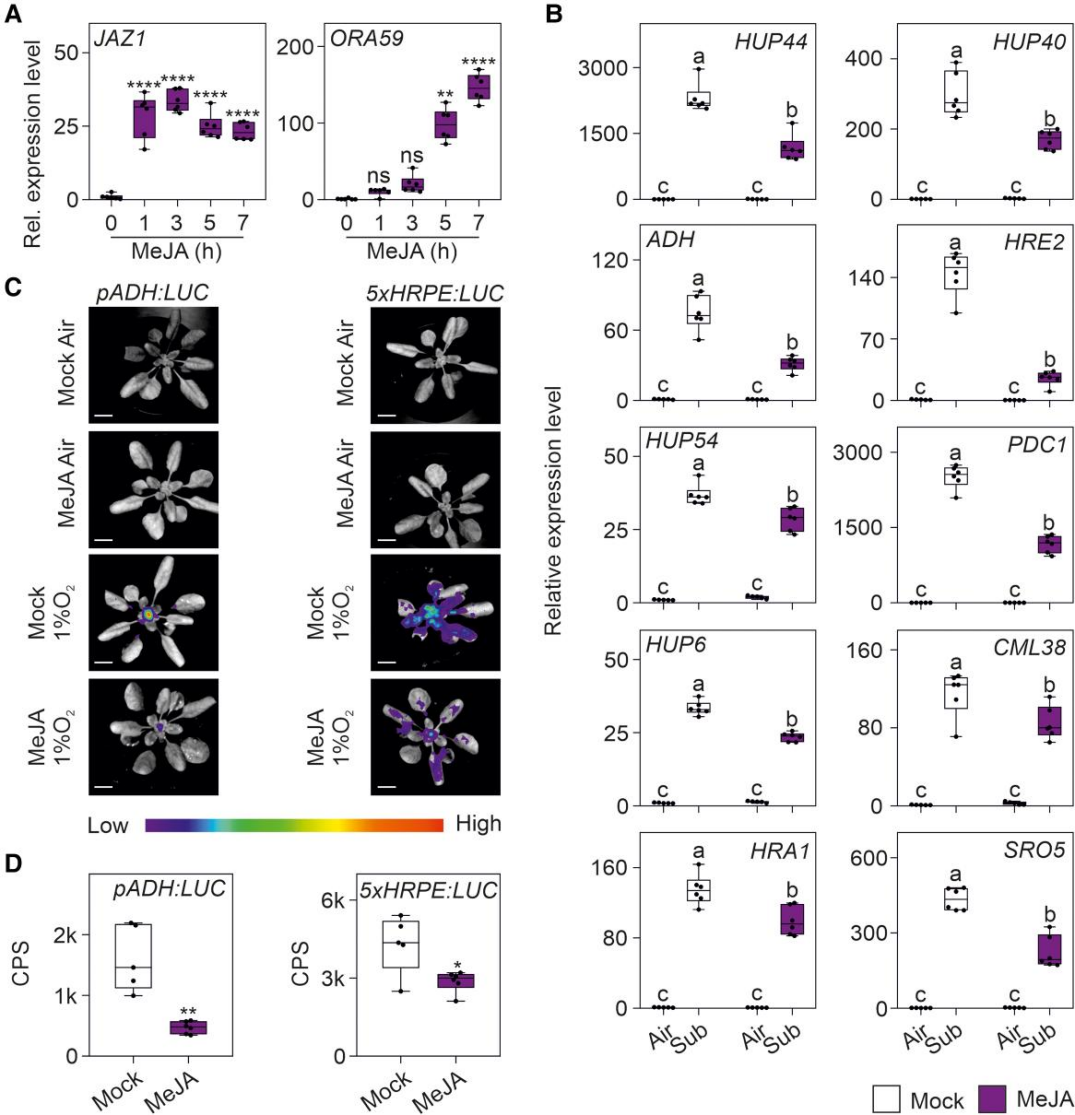
Effects of jasmonate treatments on the expression of *HRGs*. **A)** Time-course expression analysis of jasmonate-responsive marker genes. Statistically significant differences are indicated by asterisks after Kruskal–Wallis test followed by Dunn's multiple comparisons test (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). Data (*n* = 6) are relative to time 0 group set to 1. **B)** Expression analysis of Group B and A core anaerobic genes in adult Arabidopsis plants rosette pretreated with 50 µM MeJA for 7 h and then submerged in the dark for 2 h. Different letters indicate significant difference (*P* < 0.05) after two-ways ANOVA followed by Tukey's post-hoc test. Data (*n* = 6) are relative to the Col-0 control (air) not pretreated with 50 μM MeJA, set to 1. **C)** Representative images of LUC activity in *pADH:LUC* and *5xHRPE:LUC* plants after 7 h incubation with 50 µM MeJA and 2 h of gaseous hypoxia. The scale bar is 1 cm. **D)** Quantification of LUC activity (counts per second, CPS) of *pADH:LUC* and *5xHRPE:LUC* reporter lines showed in **C)** (*n* ≥ 5). Quantification of CPS was carried out using the IndiGO software, by selecting a fixed area around the plants. Statistically significant differences are indicated by the asterisks (Student *t*-test, unpaired comparison; * = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). Lines within the boxes indicate the median, while the bottom and top of each box denote the first and third quartile, respectively, the dots represent the single data points and whiskers denote the min/max values.

Treatment with Botrytis leads to the stabilization and nuclear localization of ERFVII (Valeri et al. 2021). Evaluation of RAP2.3^3xHA^ protein levels by immunoblot confirmed ERFVII stabilization after Botrytis infection (Fig. 3A). Botrytis also induces *ORA59* (Fig. 3B), which interacts with RAP2.3 (Kim et al. 2018). Given that the ERFVII family is composed of 5 members, we tested whether, in addition to RAP2.3, ORA59 interacts with other members of this family. A Y2H assay showed that ORA59 interacts with all ERFVIIs except for HRE1 and HRE2 (Fig. 3C), a result confirmed by the chlorophenol red-β-D-galactopyranoside (CPRG) assay (Fig. 3D). A split-LUC assay also indicated that HRE2 does not interact with ORA59, while HRE1 had a positive interaction in this assay (Fig. 3E).

**Figure 3.**
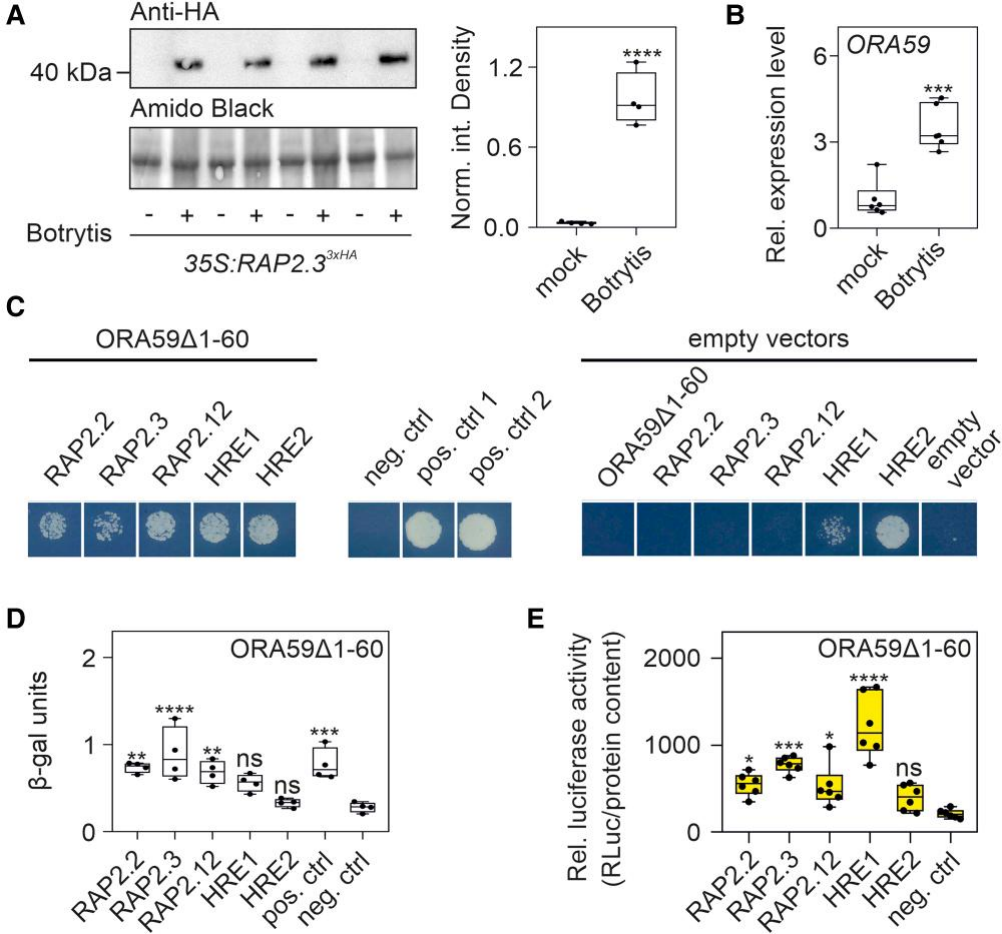
ORA59 interacts with the ERFVIIs. **A)** Western blot analysis of RAP2.3^3xHA^ abundance in adult Arabidopsis plants leaves 48 h post infection with Botrytis followed by the quantification of the signal carried out using ImageLab^TM^ software (BioRad). 40 μg of protein was loaded for each sample. Four biological replicates are shown. **B)** Expression analysis of *ORA59* in Arabidopsis rosettes 48 h post infection. Data (*n* = 6) are relative to the mock group set to 1. Statistically significant differences are indicated by the asterisks (Student *t*-test, unpaired comparison; * = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). **C)** Yeast two-hybrid assay between the 5 ERFVIIs and ORA59 (N-terminal 60 amino acids truncated, ORA59Δ1–60). **D)** As in **C)**, followed by a β-galactosidase assay (CPRG) test (*n* = 4). **E)** Split-LUC assay of ORA59 fused to the N-terminal part of the firefly LUC and the ERFVIIs members (and negative control, HOL2) fused to the C-terminal part of the firefly LUC each (*n* = 6). For **D)** and **E)**, statistically significant differences are indicated by asterisks after a one-way ANOVA followed by Dunnett's multiple comparisons test (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). Lines within the boxes indicate the median, while the bottom and top of each box denote the first and third quartile, respectively, the dots represent the single data points and whiskers denote the min/max values.

We then used an *ORA59* RNAi line (*ora59*), which is impaired in ORA59 transcriptional activity, as shown by its inability to activate its target gene *PLANT DEFENSIN 1.2* (*PDF1.2*) (Supplementary Fig. S1). Notably, *HRGs* belonging to Group B (Fig. 1A) were induced when the *ora59* line was challenged with the pathogen (Fig. 4A, left column), indicating that ORA59 may act as a repressor of ERFVII activity. *HUP44* was expressed at a higher level in *ora59* even when not challenged by Botrytis (Fig. 4A). *HRGs* belonging to Group A (Fig. 1A) were, as expected, induced by Botrytis also in the wild-type, with no differences detected in *ora59* (Fig. 4A, right column). Next, we overexpressed *ORA59* in Arabidopsis protoplasts (Fig. 4B) and examined the induction of *HRGs* belonging to Group B (Fig. 1A) by hypoxia. The expression of all tested *HRGs* was dampened by the overexpression of *ORA59* (Fig. 4B, left column), thus providing direct evidence of a negative role of ORA59 in the induction of *HRG*s. Also, genes belonging to Group A (Fig. 1A) were negatively affected, except for *PDC1* and *HRE2* (Fig. 4B). In this context, it is notable that the only ERFVII protein that does not interact with ORA59, namely, HRE2, would be theoretically sufficient to upregulate *HRGs*, but HRE2 is a poor transcriptional activator of *HRGs* (Gasch et al. 2016). To better understand the impact of ORA59 on the activity of each individual ERFVII, we used protoplasts derived from the *erfVII* mutant complemented with each individual ERFVII, which was stabilized by hypoxia treatment and challenged with ORA59 (Fig. 4C). All 5 ERFVIIs restored *ADH* induction in the *erfVII* mutant (Fig. 4C). However, the activation of *ADH* by RAP2.3, RAP2.12, and HRE1 was repressed in presence of ORA59 overexpression, while the activity of RAP2.2 and HRE2 was unaffected (Fig. 4C and D).

**Figure 4.**
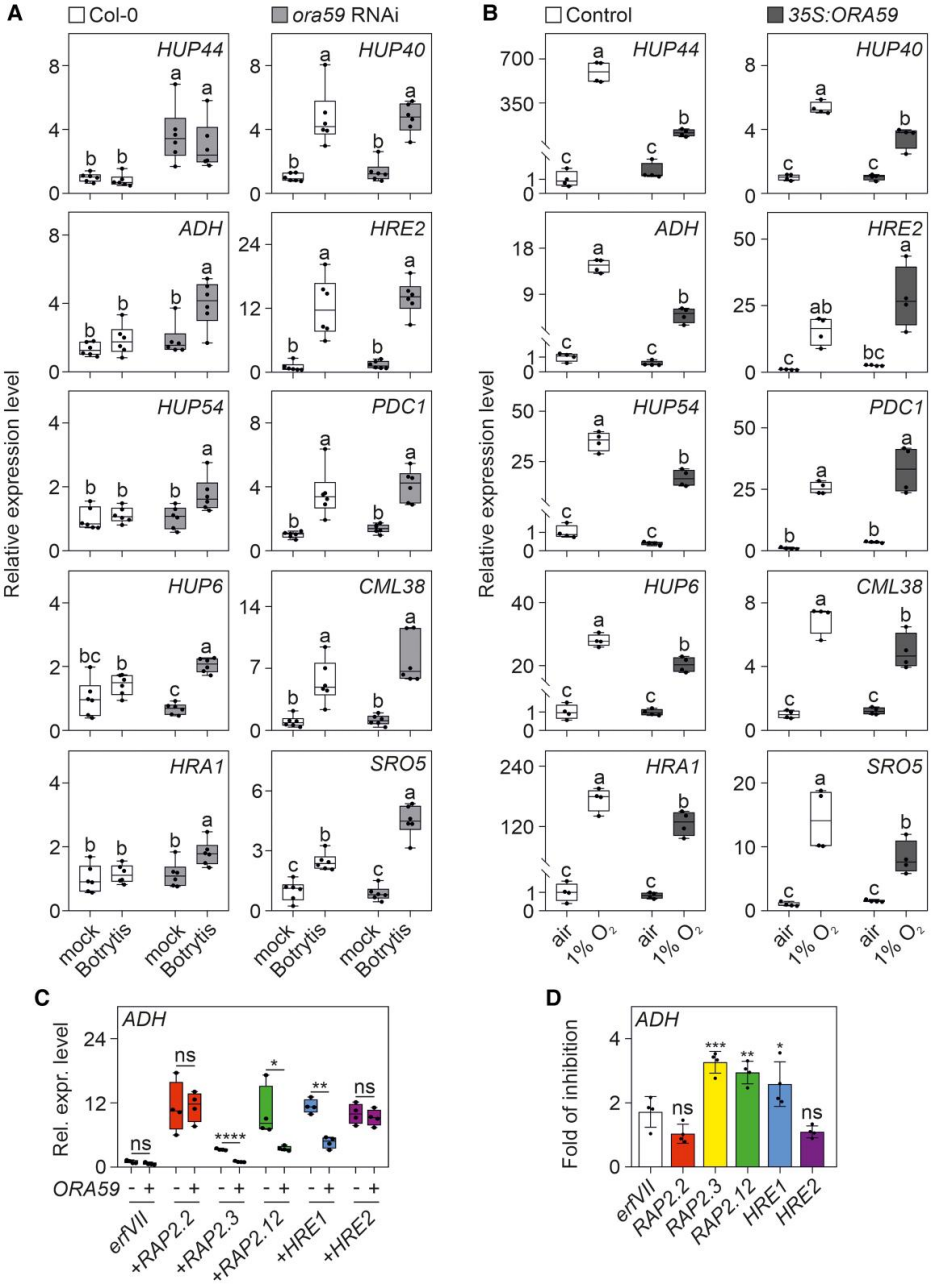
ORA59 is a repressor of HRGs expression. **A)** Expression analysis of Group B and A core anaerobic genes in Col-0 and *ora59* RNAi adult Arabidopsis rosette 48 h after inoculation with Botrytis. Data (*n* = 6) are relative to the Col-0 mock set to 1. **B)** Expression of Group B and A core anaerobic genes in Col-0 protoplasts transformed with *35S:ORA59* and treated with gaseous hypoxia for 2 h. Data (*n* = 4) are relative to the Col-0 untransformed control (air) set to 1. For **A)** and **B)**, different letters indicate significant difference (*P* < 0.05) after two-ways ANOVA followed by Tukey's post-hoc test. **C)** Expression of *ADH* in *erfVII* protoplasts treated with gaseous hypoxia for 2 h. Protoplasts were transformed with each of the ERFVIIs singularly, under the control of the cauliflower mosaic virus 35S promoter, and with or without ORA59 driven by the same promoter. Statistically significant differences are indicated by asterisks after multiple unpaired *t*-test (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). Data (*n* = 4) are relative to the *erfVII* untransformed group, set to 1. **D)** Inhibition of ERFVII-dependent expression of *ADH* by *ORA59* in *erfVII* protoplasts. Data are the same as in Fig. 4C and are mean (*n* = 4) ±SD. Statistically significant differences are indicated by asterisks after a one-way ANOVA followed by Dunnett's multiple comparisons test (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). In box-plots, lines within the boxes indicate the median, while the bottom and top of each box denote the first and third quartile, respectively, the dots represent the single data points and whiskers denote the min/max values.

### Pyruvate decarboxylase and ADH activities are detrimental to tolerance to Botrytis

ERFVIIs are required for tolerance to Botrytis infection (Valeri et al. 2021), but the induction of *ORA59* during infection likely dampens ERFVII action on *HRGs* (Fig. 4), suggesting that activation of the plant's anaerobic response is detrimental for tolerance to the pathogen. We tested this hypothesis by using 2 mutants defective in the metabolic steps required for energy production under hypoxia, namely, the alcoholic fermentation enzymes pyruvate decarboxylase (PDC) and ADH (Mithran et al. 2014). Both the *pdc1pdc2* and *adh* were more tolerant to Botrytis, as shown by the smaller lesion size (Fig. 5A and B) and the lower fungal presence in the leaves, as indicated by the *B. cinerea* actin A (*BcActinA*) expression level (Fig. 5C). Given that Botrytis fails to induce *ADH* expression, it is puzzling that the lack of ADH in the *adh* mutant impacts on Botrytis tolerance. However, both PDC and ADH are present in Arabidopsis plants even under aerobic conditions (Mithran et al. 2014). We checked the presence of ADH by using a *pADH:GUS* line and confirmed that ADH is present in aerobic leaves independently of Botrytis presence (Fig. 5D). We then verified if the product of the pathway sequentially requiring PDC and ADH, namely ethanol, influences the infection by Botrytis. The infection was performed in the presence of exogenously applied ethanol, resulting in a much lower tolerance to Botrytis (Fig. 5E and F), thus confirming that production of ethanol by the combined action of PDC and ADH is detrimental for the plant tolerance to Botrytis. Leaves treated with ethanol-only did not show any toxicity symptoms, in line with the absence of ethanol toxicity per se (Supplementary Fig. S2). The stronger expression of *BcActinA* confirms the higher presence of Botrytis when ethanol was present (Fig. 5G).

**Figure 5.**
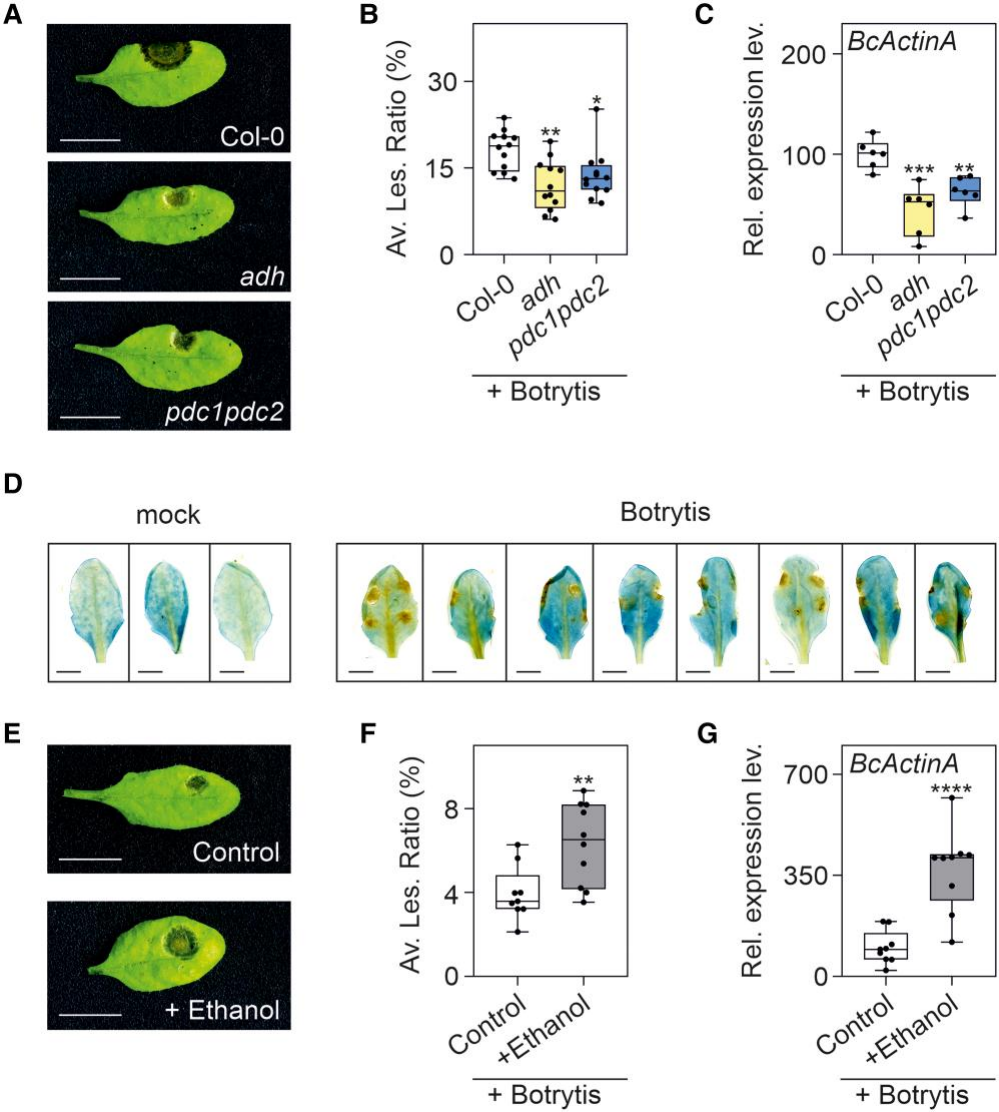
Production of ethanol is detrimental or Arabidopsis tolerance to Botrytis. **A)** Tolerance after Botrytis infection in Col-0, *adh*, *pdc1pdc2* double mutants. The images show the lesion area 48 h after the inoculation. The scale bar is 1 cm. **B)** Percentage of lesion area normalized on the leaf size presented in a boxplot. Each dot represents the average value of a plant (*n* = 12) (5 different infected leaves on each plant). **C)** Expression analysis in adult Arabidopsis rosette of *B. cinerea* actin A (*BcActinA*) as marker for the presence of the fungi. Data (*n* = 6) are relative to Col-0 infected group set to 100 for *BcActinA*. For **B)** and **C)**, statistically significant differences are indicated by asterisks after a one-way ANOVA followed by Dunnett's multiple comparisons test (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). **D)** Transgenic line expressing GUS under the control of the *ADH* promoter (*pADH:GUS*). GUS staining was performed 48 h after the inoculation with Botrytis. The scale bar is 0.5 cm. **E)** Tolerance after Botrytis infection in Col-0 plants. Spores used in the infection were resuspended in either PDB (Control) or PDB added with 100 mM Ethanol. The images show the lesion area 48 h after the inoculation. The scale bar is 1 cm. **F)** Percentage of lesion area normalized on the leaf size presented in a boxplot. Each dot represents the average value of a plant (*n* ≥ 9) (5 different infected leaves on each plant). **G)** Expression analysis in adult Arabidopsis rosette of *B. cinerea* actin A (*BcActinA*) as marker of the fungi presence. Data (*n* = 9) are relative to Col-0 infected group set to 100 for *BcActinA*. For **F)** and **G)**, statistically significant differences are indicated by the asterisks (Student *t*-test, unpaired comparison; * = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). Lines within the boxes indicate the median, while the bottom and top of each box denote the first and third quartile, respectively, the dots represent the single data points and whiskers denote the min/max values.

### The interplay between the ERFVIIs and ORA59 influences the reoxygenation phase after hypoxia

Reoxygenation after hypoxia in Arabidopsis results in the rapid accumulation of JA and increased transcript levels of JA biosynthesis genes (Yuan et al. 2017), which suggests that *ORA59* is induced as well. Indeed, we verified that *ORA59* is induced during hypoxia and even stronger during the reoxygenation phase (Fig. 6A). *HRGs* expression during the recovery is believed to follow the destabilization of ERFVII triggered by oxygen, which is however quite slow, as measured from the number of nuclei with ERFVII localization during and after reoxygenation (Kosmacz et al. 2015). We confirmed that ERFVII stability is retained for several hours during reoxygenation, with a high RAP2.12_2–28_:LUC level even 3 h after reoxygenation (Fig. 6B). However, already after 15 min of reoxygenation, *HRGs* expression declines and progressively reaches normoxic levels after 2 h of reoxygenation (Kosmacz et al. 2015). We tested if ORA59 could be involved in the modulation of *HRGs* during the recovery phase. The results showed that in the absence of ORA59 (in the *ora59* RNAi line) the recovery (downregulation of HRGs) is much slower than in the wild-type (Fig. 6C). Not only the recovery is slower, but the expression of *HRGs* in *ora59* significantly increases even during the reoxygenation phase, indicating that ORA59 is required to ensure that *HRGs* are not expressed when oxygen presence is resumed after hypoxia.

**Figure 6.**
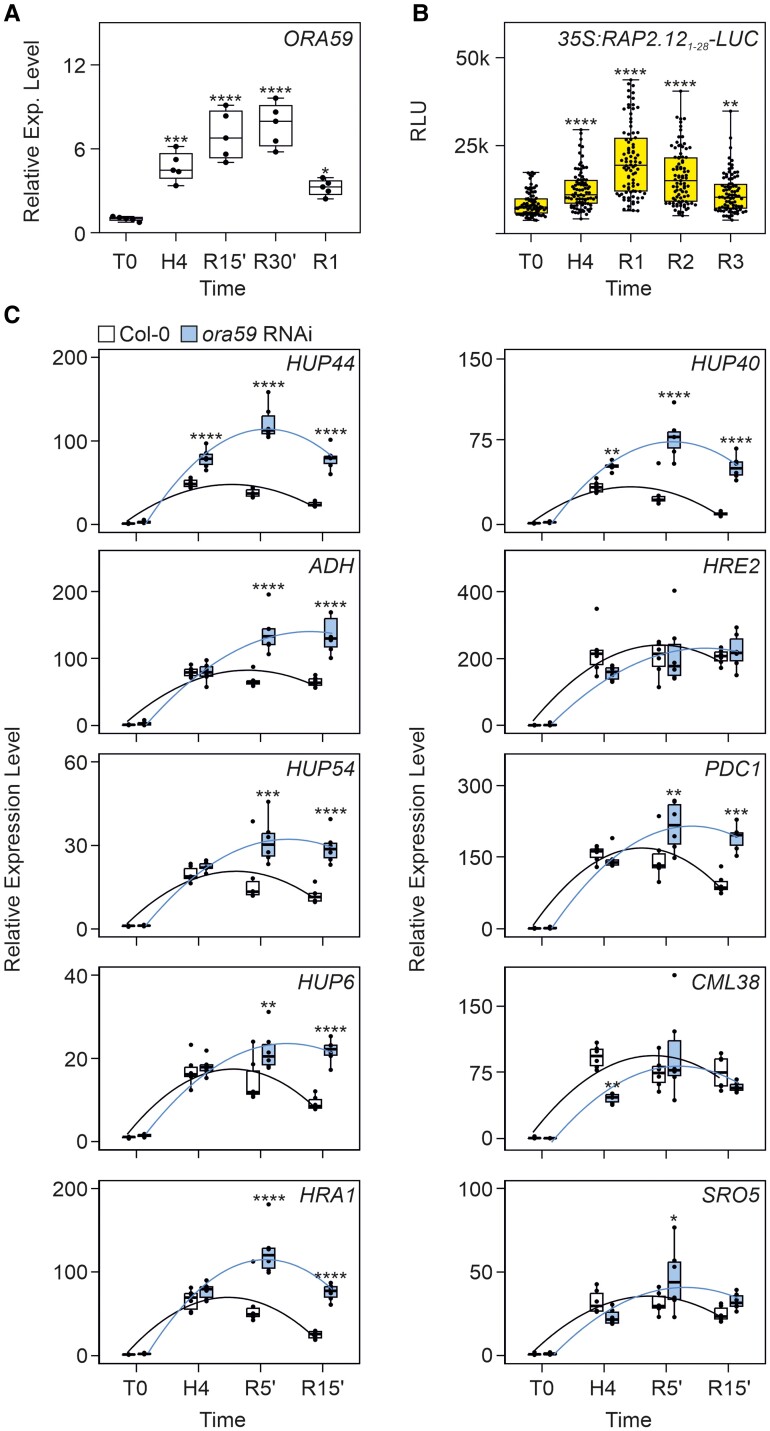
The interplay between the ERFVIIs and ORA59 influences the reoxygenation phase after hypoxia. **A)** Expression analysis of *ORA59* in Arabidopsis 5-d old seedlings during recovery in air for 5′ (R5′), 15′ (R15′), 30′ (R30′), and 1 h (R1) after 4 h of gaseous hypoxia (H4). Data (*n* = 5) are relative to aerobic (T0) seedlings set to 1. **B)** LUC activity in *35S:RAP2.12_1–28_-LUC* 7-d old seedling during post-hypoxia recovery in air for 1 h (R1), 2 h (R2), and 3 h (R3). For **A)** and **B)**, statistically significant differences (*n* = 96) are indicated by the asterisks after a one-way ANOVA followed by Dunnett's multiple comparisons test (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). **C)** Expression analysis of Group B and A core anaerobic genes during recovery after 4 h of gaseous hypoxia in Col-0 and *ora59* RNAi 5-d old seedlings. Curved lines represent polynomial fits passing through the mean (*n* = 6) of each group of observations, providing a visual representation of the trend within each genotype. Statistically significant differences are assessed using two-ways ANOVA followed by Sidak's multiple comparisons test (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001; **** = *P* < 0.0001). Lines within the boxes indicate the median, while the bottom and top of each box denote the first and third quartile, respectively, the dots represent the single data points and whiskers denote the min/max values.

## Discussion

The ERFVII proteins RAP2.2 and RAP2.3 have been identified as taking part in plant responses to necrotrophic fungi (Zhao et al. 2012; Kim et al. 2018). The expression of *RAP2.2* is induced by ethylene (Hinz et al. 2010), and RAP2.3 responds positively to ethylene, JA, and ABA (Kim et al. 2018); thus, these genes are potentially involved in the canonical pathways of plant defense. However, because these proteins are oxygen labile (Gibbs et al. 2011; Licausi et al. 2011), hypoxia must be present at the site of necrotroph infection for them to play a role in plant defense.

Hypoxia establishment during Botrytis infection has been confirmed by experimental evidence of ERFVIIs nuclear localization (Valeri et al. 2021) and stabilization (Fig. 3A). The fact that RAP2.3 (group VII ERF) physically interacts with ORA59 (group IX ERF) (Kim et al. 2018) suggests that ERFVII transcription factors may converge with the JA pathway. Given the crucial role of ERFVII proteins in hypoxia responses and tolerance, we explored their function in the context of hypoxia generated during pathogen infection. To our surprise, most of the core anaerobic genes (Mustroph et al. 2010) were not induced by Botrytis infection (Fig. 1), despite the strong hypoxic zone generated at the lesion site (Valeri et al. 2021). 

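The named core anaerobic genes went both ways after infection of Col-0. Their median log2 ratio, Botrytis over mock, was 0.11 over 24 genes, from -2.21 (FHL) to 6.14 (HUP40). This median was higher than that of 94.6% of 10000 random gene lists of the same size and matched on mean signal, and inside their central 95%, from -0.71 to 0.19. The named genes include 6 of the 15 Group A genes and 18 of the 34 Group B genes. Group A, higher in Col-0 by definition, is thus underrepresented, and the median of all core anaerobic genes may lie higher. Over all 7829 genes with a signal of at least 100 on 1 or both Col-0 arrays, 873 were at least 2-fold higher after infection and 1277 at least 2-fold lower, a balance that turned to 1140 higher and 994 lower when each array was scaled to the median of all probe sets. Of the 19 core anaerobic genes above this limit, 5 were higher and 3 lower. The percentile describes these 2 arrays and is not a test.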

Notably, we found that the lack of induction of *HRGs* after Botrytis infection was due to the concomitant presence of ORA59, which interacts with most ERFVIIs (Fig. 3C to E) and represses the induction of *HRGs* (Fig. 4). Specifically, ORA59 repressed the effects of RAP2.3, RAP2.12, and HRE1 on *ADH* expression but not those of RAP2.2 or HRE2 (Fig. 4D). This explains why the repression exerted by ORA59 in the wild-type background (Fig. 4B) was not as strong as that observed in the context of *erfVII* protoplasts complemented with each individual ERFVII (Fig. 4C and D). The lack of repression by ORA59 on the HRE2-driven induction of *ADH* is likely explained by the lack of ORA59-HRE2 interaction (Fig. 3C to E), while in the case of RAP2.2, the explanation is still unknown and may reside in a conformational difference in the interaction with ORA59. The negative impact of ORA59 on *HRGs* expression was not limited to the response to Botrytis but also to hypoxia, as the expression of *HRGs* was dampened under hypoxia when *ORA59* was overexpressed (Fig. 4B). Similarly, a plant's MeJA pretreatment followed by submersion led to a reduced expression of *HRGs* (Fig. 2B).

When Botrytis infects Arabidopsis leaves, greater oxygen consumption is observed in infected leaves, which is due to fungal respiration (Valeri et al. 2021), although infection per se is not required (Veillet et al. 2017) and also the pathogen elicitor flagellin22 induces a drop in oxygen concentration in Arabidopsis leaves (Valeri et al. 2021). This results in the generation of a hypoxic niche coinciding with the leaf lesion generated by Botrytis. Hypoxia-driven stabilization of RAP2.12 activates the SA pathway through *SALICYLIC ACID INDUCTION DEFICIENT 2* (*SID2*) transcriptional activation (Koo et al. 2024). ERFVIIs are therefore involved in the antagonistic interplay between the JA pathway (with ORA59 as the effector) and SA biosynthesis as previously described (Koo et al. 2024).

Given that the activation of fermentative metabolism via ERFVII factors is crucial for plant survival under hypoxia, it would be tempting to speculate that the inhibition of *ADH* induction by ORA59 in hypoxic lesions caused by Botrytis would lead to a hypersensitive response-like effect that would be favorable for Botrytis (Govrin and Levine 2000). Interestingly, the opposite is true, with 2 independent fermentative mutants (*adh* and *pdc1pdc2*) severely impaired in ethanol synthesis (Bui et al. 2019), showing enhanced tolerance to Botrytis (Fig. 5A to C). This suggests that ethanol production in the hypoxic lesion area is detrimental to tolerance, possibly because of the effects of ethanol on the expression of a large number of defense-related genes, including a large number of SA-related genes (Yuan et al. 2020). Remarkably, exogenous ethanol application at the site of infection leads to lower tolerance to Botrytis (Fig. 5E to G). In this context, the repression of ERFVII activity on *HRGs* (and therefore on fermentative metabolism) exerted by ORA59 contributes to plant tolerance to Botrytis. Both ADH and PDC activities are required for optimal plant development, even under aerobic conditions (Ventura et al. 2020). Repression of ADH and PDC is therefore restricted to conditions inducing ORA59 expression, namely during pathogen infection and recovery from a previous hypoxic condition.

Although Botrytis-induced hypoxia and subsequent ERFVII stabilization are presumably detrimental to plant tolerance to Botrytis because of the positive effect of ERFVII on the SA pathway (Koo et al. 2024), the *erfVII* mutant is less tolerant to Botrytis (Valeri et al. 2021), as were the *rap2.2* and *rap2.3* mutant plants (Zhao et al. 2012; Li et al. 2022). ERFVII action thus appears required for Botrytis resistance, beyond the activation of *HRGs*, an hypothesis requiring further studies.

Our results indicated that the ERFVII-ORA59 module plays a pivotal role in orchestrating a balanced plant response toward enhanced Botrytis tolerance, via repression of the fermentative metabolism, which is detrimental for Botrytis tolerance. The interplay between the ERFVII and ORA59 expands to the modulation of HRGs expression during the post-hypoxic phase. Reoxygenation is characterized by a burst in JA synthesis (Yuan et al. 2017), which triggers ORA59 expression (Fig. 6A), positively contributing to the reduction in *HRGs* expression in the context of high ERFVII stability (Fig. 6B) and their presence in the nuclei of plants, which are no more under hypoxia (Kosmacz et al. 2015). The ORA59-ERFVII module represents a player in the regulation of hypoxic signaling.

## Materials and methods

### Plant material and growth conditions

The *A. thaliana* Columbia-0 (Col-0) ecotype was used as the wild-type in all the experiments. The following transgenic lines were used: *erfVII* (Marín-de La Rosa et al. 2014), *pADH:GUS* (Ventura et al. 2020), 35S:*RAP2.3^3xHA^* (Gibbs et al. 2014), and a reporter line bearing the first 28 amino acids of RAP2.12 fused to the firefly LUC coding sequence (*35S:RAP2.12_1–28_-LUC*) (Weits et al. 2014), the *ora59* RNAi line (Pré et al. 2008). The *pADH:LUC* and *5xHRPE:LUC* Arabidopsis stable transgenic lines were produced as previously described (Triozzi et al. 2024). The *pADH:LUC* and *5xHRPE:LUC* reporter lines were screened and selected (3 independent lines) as described in Supplementary Fig. S3. Arabidopsis mutants *pdc1pdc2* (N660027 crossed with N862662) (Mithran et al. 2014) and *adh1* (N552699) obtained from the Nottingham Arabidopsis Stock Centre were also used in this study. Adult plants were grown in pots for 4 weeks at 23 °C with a 12:12 light:dark photoperiod at 120 µmol photons m^−2^s^−1^ intensity before being used for experiments. Seeds were stratified at 4 °C in the dark for 48 h and subsequently germinated at 22 °C day/18 °C night, with a 12:12 light:dark photoperiod. Protoplasts were isolated and transformed as previously described (Kunkowska et al. 2023). For in vitro experiments, seeds were surface-sterilized using a 70% (v/v) ethanol solution followed by incubation in a 1% (v/v) sodium hypochlorite and then washed several times with sterile water. Sterilized seeds were sown in either 6-well plates in liquid MS media (Murashige and Skoog half-strength medium, 0.5% w/v sucrose, 0.05% PPM (Plant Preservative Mixture), pH 5.7), or 96-well white plates as previously described (Triozzi et al. 2024). Seeds were stratified at 4 °C in the dark for 48 h and subsequently germinated at 22 °C day/18 °C night, with a 12:12 light:dark photoperiod, under continuous shaking conditions.

### Plant inoculation with *B. cinerea*

The *B. cinerea* strain (Ferrari et al. 2003) were cultured on MEP plates (maltose extract at 20 g/L, peptone 10 g/L, and phyto agar 15 g/L) for 15 to 20 d at 23 °C in the dark. The conidia were collected by washing the plate with potato dextrose broth (PDB, 12 g/L, Formedium^TM^), and the spore suspension was adjusted to the appropriate concentration (∼1 × 10^6^ conidia/mL). Inoculation with Botrytis was performed on 4-week-old plants by placing 5 μL droplets of the spore suspension on leaves. Inoculated plants were placed in a plastic tank and sealed with plastic transparent foil. The plants were then incubated in a growth chamber (Percival Scientific, Perry, IA, USA) at 23 °C with a 12:12 h light:dark photoperiod. Lesion size was measured using ImageJ software (http://rsb.info.nih.gov/ij/).

### Chemical treatments

For hormone treatments, a solution of 50 μM of MeJA (Merck KGaA, Germany) in 0.1% DMSO (Merck KGaA, Germany) was sprayed on the plants. Plants were then placed in transparent sealed tanks for 7 h before performing the experiments. For ethanol treatment, *B. cinerea* spores were resuspended in either PDB or PDB added with 100 mM Ethanol (Merck KGaA, Germany) before applying to the plants.

### Flooding, hypoxia and reoxygenation treatments

Plants (4-week-old) were submerged in a plastic tank in the dark while the relative controls were kept in the dark under normoxic conditions for the same amount of time. Hypoxic treatments were performed using an enclosed anaerobic workstation (Coy Laboratory Products) by flushing with an oxygen-modified atmosphere (1% [v/v] O_2_/N_2_) (Brunello et al. 2024). Plates (six-wells) with either seedlings or protoplasts were quickly opened inside the workstation at the beginning of the treatment to allow atmosphere exchange. The air controls were kept in the dark outside of the workstation, but they were also opened quickly to allow atmosphere exchange. For reoxygenation treatments 6-well plates containing 5-d old seedlings that were treated under hypoxia for 4 h were opened in a normoxic atmosphere to allow gas exchange. The recovery phase after reoxygenation was performed in the light at 120 µmol photons m^−2^s^−1^ intensity.

### Microarray analysis

Affymetrix GeneChip Arabidopsis ATH1 Genome Arrays were used to process RNA, as previously described (Loreti et al. 2005). Each of the samples was composed of pooled RNA extracted from 5 biological replicates. Hybridization, washing, staining, and scanning procedures were performed by Genopolis (University of Milano-Bicocca), as described in the Affymetrix technical manual. Microarray analysis was performed using an R/Bioconductor (Gentleman et al. 2004) and Robin (Lohse et al. 2010). MAS5.0 was used to preprocess the raw *.CEL data by performing background correction, data normalization, conversion of the original data, and quartile data normalization. The raw data are reported in Supplementary Table S1 as MAS5.0-normalized values. Normalized gene expression values were log_2_ transformed and subsequently analyzed (all subsequent analyses were performed using the log_2_-normalized gene expression counts as input). To visualize the expression levels of the core anaerobic genes after Botrytis infection, a bar plot was generated using the ggplot2 package in R. The plot (Fig. 1A) includes a dashed horizontal line at log_2_FC = 1, indicating the threshold for significantly upregulated genes under anaerobic conditions.

### Construct preparation

The *ADH* promoter (1,099 bp upstream the transcriptional starting site of *AT1G77120*), was amplified using Phusion High Fidelity DNA Polymerase (Thermo Fisher Scientific) from Arabidopsis genomic DNA using the primers listed in the Supplementary Table S2. The *ADH* promoter was cloned in the pENTR/D-TOPO entry vector following manufacturer's instructions (Life Technologies). 5xHRPE synthetic promoter was as previously described (Panicucci et al. 2020). To avoid autoactivation in Y2H assay, the coding sequences of *ERFVIIs* were cloned without their CMVII-5 domains and *ORA59* without its activation domain (ORA59Δ1–60) (Kim et al. 2018). The truncated *RAP2.12* (Bui et al. 2015), and the *HOL2* control construct were previously described (Carlessi et al. 2021). For split-LUC assays experiments, the full-length versions of ERFVII together with the truncated coding sequence of *ORA59* were used. The full-length version of ERFVIIs as well as of ORA59 were used in all the protoplast transformation experiments. The ERFVIIs were as follows: *RAP2.2* and *RAP2.3* (Bui et al. 2015), *RAP2.12* (Weits et al. 2014), *HRE1*, and *HRE2* (Licausi et al. 2010). These entry vectors were then recombined into destination vectors using the LR Clonase II Enzyme mix (Thermo Fisher Scientific) to create the corresponding expression vectors. A complete list of primers and vectors used for cloning is provided in Supplementary Table S2.

### LUC activity quantification

Firefly (*Photinus pyralis*) and *Renilla reniformis* LUC activities were quantified in Arabidopsis protoplasts using either the Dual-Luciferase Reporter Assay System (Promega) for transactivation assays or the Luciferase Reporter Assay System (Promega) for split-LUC complementation assays (Betti et al. 2021). In the transactivation assays, firefly LUC activity was normalized to *Renilla* LUC activity. In the split-LUC complementation assays, firefly LUC activity was normalized to the total protein concentration, which was quantified using the Bradford protein assay (Bio-Rad).

LUC activity of *35S:RAP2.12_1–28_-LUC*, *pADH:LUC*, and *5xHRPE:LUC* reporter lines was monitored in 7-d-old seedlings germinated into 96-well white plates. *35S:RAP2.12_1–28_-LUC* was used for the experiment reported in Fig. 6B. A solution of 5 mM of D-luciferin (Biosynth) was added to each well (30 µL per well), the day before the experiment. Plates were sealed with a transparent film as previously described (Triozzi et al. 2024). The TriStar5 LB 942 luminometer (Berthold Technologies, Germany) was used to measure the LUC activity.

In vivo LUC activity imaging was performed on 25-d old Arabidopsis plants using the NightSHADE system (Berthold Technologies, Germany) as previously described (Triozzi et al. 2024).

### Yeast two-hybrid and CPRG assays

The MaV203 *S. cerevisiae* strain was used (*MATα*; *leu2–3112*; *trp1–901*; *his3Δ200*; *ade2–101*; *cyh2^R^*; *can1^R^*; *gal4Δ*; *gal80Δ*; *GAL1::lacZ*; *HIS3_UASGAL1_::HIS3@LYS2*; *SPAL10*::*URA3*) (Thermo Fisher Scientific). Yeast co-transformation was performed following the LiAc-mediated transformation protocol from the Yeast Protocol Handbook (Clontech). Successfully co-transformed colonies were then inoculated in 5 mL of SD medium lacking leucine (Leu) and tryptophan (Trp) and grown overnight at 30 °C with shaking at 300 rpm. The next morning, 2 mL of yeast liquid culture was harvested and washed with distilled water. Subsequently, 4 µL of each suspension was added to SD media lacking Leu, Trp, and histidine (His) and containing 10 mM 3-amino-1,2,4-triazole (3-AT; Sigma–Aldrich). The plates were photographed after 3 d of incubation at 30 °C. In this assay, ORA59 was used as bait, and ERFVIIs were used as prey. All interactors were cloned without their activation domains to eliminate autoactivation (Kim et al. 2018). Positive and negative interaction controls were obtained from the ProQuest Two-Hybrid System (Thermo Fisher Scientific). The controls included bait pEXP32/Krev1 co-transformed with either pEXP22/RalGDS-wt (strong interaction; referred to as “pos. ctrl 1” in this study), pEXP22/RalGDS-m1 (weak interaction; “pos. ctrl 2”), or pEXP22/RalGDS-m2 (no interaction; “neg. ctrl”). A quantitative β-galactosidase assay was performed following the ProQuest^TM^ protocol (Thermo Fisher Scientific) using chlorophenol red β-D-galactopyranoside (CPRG; Sigma–Aldrich) as a substrate.

### RNA extraction and RT-qPCR analysis

Total RNA was isolated as previously described with minor modifications (omission of aurintricarboxylic acid to make the protocol compatible with the subsequent PCR procedures) (Perata et al. 1997). Electrophoresis using a 1% agarose gel was performed for all RNA samples to check for RNA integrity, followed by spectrophotometric quantification. cDNA synthesis and real-time quantitative PCR were performed as previously described (Loreti et al. 2020). Ubiquitin10 (*At4g05320*) was used as a housekeeping gene. The QuantPrime tool (Arvidsson et al. 2008) was used to design primers. The primers used for RT–qPCR are listed in Supplementary Table S2. Relative expression levels were calculated using geNorm (https://genorm.cmgg.be/).

### GUS staining

Histochemical GUS staining was carried out as previously described (Jefferson et al. 1987). Briefly, plant material was fixed immediately after sampling in ice-cold 90% acetone (Merck KGaA, Germany) for 1 h, rinsed several times in 100 mM phosphate buffer (pH 7.2), and then stained in a freshly prepared reaction solution (0.1% Triton X-100, 10 mM Na-EDTA, 0.5 mM potassium ferrocyanide, 0.5 mM potassium ferricyanide, and 1 mM X-Gluc [5-bromo-4-chloro-3-indolyl β-D-glucuronide, dissolved in DMSO] in 100 mM phosphate buffer, pH 7.2). The plants were stained overnight, and chlorophyll was removed from the green tissues by washing with 96% ethanol (Merck KGaA, Germany) before image acquisition.

### Protein extraction, SDS–PAGE, and immunoblotting analysis

For total protein extraction, pools of 25-d-old Arabidopsis infected leaves from plants were grinded in liquid nitrogen into a fine powder and mixed with 300 μL of protein extraction buffer per 100 mg fresh tissue (50 mM Tris-HCl pH 7, 1 mM EDTA pH 8, 100 mM NaCl, 2% SDS and 0,05% Tween-20 with Protease Inhibitor Cocktail, Sigma). Protein content was quantified with Pierce BCA Protein Assay Kit (Thermo-Fisher Scientific). Immunoblotting analysis and membrane visualization were performed as previously (Triozzi et al. 2024). Anti-HA peroxidase 3F10 antibody (Roche) at 1:1,000 dilution was used for the immunodetection of RAP2.3^3xHA^. Signal detection was performed with Clarity Max Western ECL Substrate (Bio-Rad), using a ChemiDocTM MP Imaging System (Bio-Rad). Band intensities were normalized based on the amido black staining (Merck KGaA, Germany). The original, uncropped immunoblot images are reported in Supplementary Fig. S4.

### Accession numbers

Microarray datasets were deposited in a public repository with open access (GSE270441; http://www.ncbi.nlm.nih.gov/projects/geo). Accession numbers of the major genes/proteins mentioned in the article are reported in Supplementary Table S2.

## Supplementary Material

kiae677_Supplementary_Data

## Data Availability

The data underlying this article are available in a public repository with open access (https://www.ncbi.nlm.nih.gov/geo) and can be accessed with accession number GSE270441.

## Supplementary data

The following materials are available in the online version of this article.

**Supplementary Figure S1.** Expression analysis of *PDF1.2* in Col-0 and *ora59* RNAi plants 48 h after inoculation with Botrytis.

**Supplementary Figure S2.** Representative images of Arabidopsis leaves with and without 100 mM exogenous ethanol.

**Supplementary Figure S3.** Luciferase activity in three independent lines of pADH:LUC and HRPE:LUC 7-days old seedling up to 8 h of gaseous hypoxia.

**Supplementary Figure S4.** Original images of the immunoblot and of the amido black staining.

**Supplementary Table S1.** Raw microarray data.

**Supplementary Table S2.** Accession numbers of the major genes/proteins mentioned in the article, primers list, cloning sequences and vectors.

## Dive Curated Terms

The following phenotypic, genotypic, and functional terms are of significance to the work described in this paper:

ORA59 Gramene: AT1G06160
ORA59 Araport: AT1G06160

CML38 Gramene: AT1G76650
CML38 Araport: AT1G76650

JAZ1 Gramene: AT1G19180
JAZ1 Araport: AT1G19180

SRO5 Gramene: AT5G62520
SRO5 Araport: AT5G62520

ADH1 Gramene: AT1G77120
ADH1 Araport: AT1G77120

LUC Gramene: luciferase
LUC Araport: luciferase

UBQ10 Gramene: AT4G05320
UBQ10 Araport: AT4G05320

RAP2.3 Gramene: At3g16770
RAP2.3 Araport: At3g16770

RAP2.12 Gramene: At1g53910
RAP2.12 Araport: At1g53910

PDC1 Gramene: At4g33070
PDC1 Araport: At4g33070

# Supplementary material for: The transcription factor ORA59 represses hypoxia responses during Botrytis cinerea infection and reoxygenation
**Source:** Plant Physiol. 2024 Dec 20;197(1):kiae677. doi: 10.1093/plphys/kiae677
**Supplement:** kiae677_Supplementary_Data

The AP2/ERF domain transcription factor ORA59 represses hypoxia responses during *Botrytis cinerea* infection and reoxygenation

Luca Brunello, Alicja Kunkowska, Emma Olmi, Paolo Triozzi, Simone Castellana, Pierdomenico Perata, and Elena Loreti

---

Review Timeline:

Submission Date:	26-Jun-2024
Editorial Decision:	17-Aug-2024
Resubmission Received:	24-Nov-2024
Editorial Decision:	27-Nov-2024
Revision Received:	27-Nov-2024
Accepted:	28-Nov-2024

17-Aug-2024

Dr. Elena Loreti
Pisa
Italy

RE: ERF-VII transcription factors define the hypoxic and defence response trade-off during *Botrytis cinerea* infection

Dear Elena,

Thank you for giving us the opportunity to review your manuscript for publication in the Plant Physiology in the context of the Focus Issue on hypoxia. I have been able to secure an assessment of two expert reviewers. You will see that both have found the manuscript and the link between hypoxia signalling and biotic stress of major interest, and I wholeheartedly agree. Yet, there has also been agreement with respect to a number of concerns that will require your attention. As these concerns are of some gravity and will entail substantial changes to the manuscript storyline as well as additional experimentation, you are likely to need additional time to address them. I must therefore reject the manuscript in its present form. Nonetheless, if you are able to address the points raised in review, I would welcome your resubmission of a manuscript that incorporates your responses.

I have found both reviews highly instructive and would like to refer you to the individual point-by-point assessments. Both reviews are generally supportive and appreciate the overall relevance and the timeliness of investigating the potential interaction between low oxygen and biotic stress signalling. Reviewer #1 makes several useful suggestions on how to tighten the storyline. I agree that is currently not particularly accessible and requires streamlining. In particular aspects that are not far developed in terms of data support (such as the proposed SA link) either deserve additional follow up or may be taken out. Reviewer #2 asks a string of highly relevant questions that deserve to be clarified, not only in the form of a response, but also by re-working of the manuscript. It is highly likely that the readership will have similar thoughts. For a potential resubmission I would like to encourage you to focus on clarity and conclusiveness of the presented work and the interpretations.

Please note that any resubmission will be treated as a new entry to the system and is likely to go out for review.

If you do have any queries or concerns, you are welcome to contact me in the first instance.

Thank you again for allowing Plant Physiology to review your work. We look forward to hearing from you soon.

Sincerely,
Editor, Plant Physiology

----- Reviewer comments:

Reviewer #1 (Comments for the Author):

Brunello et al. aimed to understand the contribution of ERFVII transcription factors in plant defense strategy against *Botrytis cinerea*. The starting point is the susceptibility of *erfvii* mutants to the pathogen together with the previous observation from his group that a hypoxic niche is established near the lesion provoked by the fungus. I found the premises on which the manuscript is based on very interesting for the hypoxia and phytopathology field. However, in my understanding the authors tried to combine too many distinct regulatory pathways such as hypoxia, oxidative stress, jasmonic acid, ethylene and salicylic acid signaling in the same working model based, almost solely, on gene expression data. The story progresses to a somewhat confusing and complex working model in the end. Nonetheless, when considered in an isolated manner, several of the observations are very interesting.

The authors approached the problem by performing a microarray analysis of Col-0 and *erfvii* mutants infected with *Botrytis*. 

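A defensin, an osmotin-like protein and a jasmonate-regulated gene were among the genes with the highest ratios after infection in both genotypes. The defensin PDF1.2 (AT5G44420) was 53.6-fold higher on the Botrytis array than on the mock array in Col-0 (534 and 28592) and 34.0-fold higher in erfVII (721 and 24517). OSM34, an osmotin-like protein, was 78.2-fold higher in Col-0 and 37.5-fold higher in erfVII, and JRG21, a jasmonate-regulated gene, 71.5-fold and 27.3-fold higher. The expansin EXPA8, among the genes with the lowest ratios in both genotypes, was 23.3-fold lower in Col-0 and 15.6-fold lower in erfVII. NdhL, a nuclear-encoded subunit of the chloroplast NDH complex and among the lowest in Col-0 only, was 12.2-fold and 7.23-fold lower. RAP2.3 checks the labels: it had a signal of 28.6 on the erfVII mock array and 100.4 on the erfVII Botrytis array, at least 71.5-fold and 61.1-fold below Col-0. HRE1 had signals of 6.83 and 8.04 on these arrays but lies too close to 100 in Col-0 to check them. Where the probes lie relative to the mutations is not given in the sources used here. In erfVII, 770 genes were at least 2-fold higher and 1114 at least 2-fold lower after infection, a balance that turned to 935 higher and 883 lower under scaling to the median of all probe sets. Of the genes called on the signals as deposited, 645 were also at least 2-fold higher in Col-0, where independent lists would share 83.2, and 908 also lower, where they would share 176. Across the 6222 genes with signals of at least 100 on all 4 arrays, the log2 ratios of the 2 genotypes had a Pearson r of 0.91, computed across genes, which are not independent replicates. Between the mock arrays 68 genes were at least 2-fold apart, among them the thionin gene THI2.1, which was 6.60-fold higher in erfVII. PBS3, a gene of salicylic acid synthesis, was 10.0-fold higher after infection in Col-0 (156 and 1566) and 1.97-fold higher in erfVII (162 and 318), above 2-fold there after quantile normalization, and the difference between the genotypes was not tested. Over 74 chloroplast-encoded genes the median log2 ratio was -0.96 in Col-0, below the central 95% of random lists (-0.33 to 0.08), and -0.17 in erfVII, inside it (-0.27 to 0.07), where its sign turned under scaling to the median of all probe sets. Genes of a random list were drawn singly, while chloroplast-encoded genes may vary together, so these intervals may be too narrow. The 3′ to 5′ ratios of 5 of 6 control probe set pairs, Botrytis over mock, were also higher in erfVII than in Col-0, though the pairs measure only actin, GAPDH and ubiquitin. On the infected arrays themselves, the ratios in erfVII were 0.996 to 1.21 times those in Col-0.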

Particular focus was given to the Hypoxia Responsive Genes (HRGs) defined by Mustroph (2010). They observed two distinct clusters of HRGs: Group 1, transcripts that were up-regulated independent of the ERFVII and Group 2, transcripts that were not up-regulated in both lines after *Botrytis* treatment. 

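Of the 6 named Group A genes, PDC2, CML38 and AT5G47060 were at least 2-fold higher after infection in erfVII with every signal below 100 raised to 100. PDC2 was 8.63-fold higher in erfVII (981 and 8462), CML38 at least 4.68-fold higher (20.3 and 468) and AT5G47060 2.82-fold higher (156 and 440). HUP40 had signals of 5.94 and 152, at least 1.52-fold higher. TN11 was 2.00-fold higher (350 and 699.6), just short of the threshold before rounding, and passed it when the arrays were centred on the median of probe sets at 100 or more. HRE2, itself mutated in erfVII, stayed below 100 on both erfVII arrays (28.2 and 83.5), as did HUP9. On the signals as deposited, 6 of the 24 named core anaerobic genes were at least 2-fold higher in erfVII, 7 at least 2-fold lower and 11 within 2-fold, and their median log2 ratio of -0.51 lay inside the central 95% of random lists (-0.61 to 0.23). Of the 6 higher genes, 5 were also higher in Col-0, where independent lists would share 1.5. With every signal below 100 raised to 100, 3 genes were higher in erfVII, all of them also higher in Col-0, and 0 lower, so the higher calls of HUP40, HRE2 and HUP9 and all 7 lower calls in erfVII rest on dim signals. The differences between the genotypes were not tested.

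**Figure D1:**
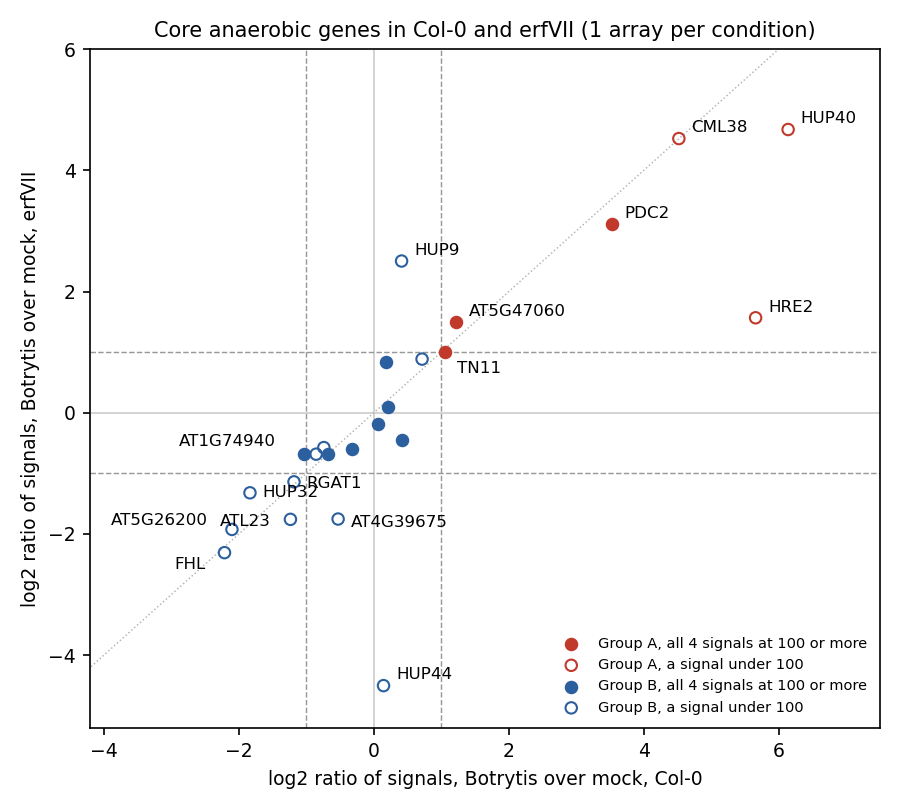
Log2 ratio of the signals, Botrytis over mock, in Col-0 (horizontal axis) and in erfVII (vertical axis) for the 24 named core anaerobic genes, 1 array per condition. Filled points have all 4 signals at 100 or more, open points do not, dashed lines mark log2 ratios of 1 and -1, and the dotted line marks equal ratios. PDC2 lies near the dotted line at 3.53 in Col-0 and 3.11 in erfVII, and HRE2 lies below it at 5.66 and 1.57.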

One of the transcripts belonging from the Group 2 is the classical hypoxic marker Alcohol Dehydrogenase (ADH). From this observation the authors tried to depict the mechanism behind each of the two observations.

Major Revisions

1. There are several interesting findings in this article, however the storyline is too difficult to follow. This manuscript would benefit immensely if it was focused solely on, for example, how the HRGs from Group 1 are induced independent on the ERFVII. Alternatively, the ORA59-ERFVII interaction to repress HRGs from Group 2 during Botrytis infection is also very interesting. Deep investigation of any of those points would yield two important manuscripts for the hypoxia and phytopathology community. As the story is now, I would rather make it more concise focusing on the ERFVII-ORA59 node.
2. Lines 73-74: Although this is first mentioned at the introduction, this assumption guide the authors in their interpretation. However insufficient to trigger pPCO:GUS, Loreti et al. (2021) clearly observed an almost 30% decrease in oxygen concentration in the presence of the pathogen elicitor flg22. Veillet et al. (2017) also elegantly demonstrated that increase oxygen consumption in Arabidopsis occur independently of the establishment of Botrytis infection sites. An enrichment of HRGs can also be found in public transcriptome datasets of elicitor treated Arabidopsis plants, such as in the data published by Bjornson et al. (2021). Altogether, is the establishment of a local hypoxia detrimental to the cell and benefits the pathogen or just part of plant defense response?
3. Figure 1B, C. These figures do not seem relevant to the manuscript, since the authors decided to follow a completely distinct route. The transcripts that are not induced in the erfvi background are not mentioned in any point beyond in the manuscripts and also are not relevant in the way the story is being told.
4. Supplemental table 1 containing the microarray data is rather incomplete. It does not contain neither statistical analysis nor expression values. A complete table containing every single transcript together with the expression values for both genotypes should be provided at least to allow the reader to look at the data the manuscript is based on.
5. The methodology describing the time points and how the samples were collected for microarray are also strictly necessary for the interpretation of further results. It seems from some Figure legends from RT-qPCRs that this data comes from 48h post-infection, although it is not clear if this timing is maintained for the microarray dataset. Were whole leaves collect of only the regions close to the lesions?
6. L122-124 The evidence of a hypoxia response at transcript level is convincing based on all qRT-PCR data performed in combination of pPCO:GUS histochemical staining. However, evidence of ERFVII stabilization is not that convincing. The confocal microscope images shown by Loreti et al. previously lacks normalization which could create some bias in addition it comes from a low number of replicates. Imaging in combination with Immunoblotting would give the reader more convincing evidence for ERFVII stabilization in the lesion area, specially because the whole argument the manuscript is based on relies on ERFVII stabilization.
7. The authors proposed that H₂O₂ could mediate the up-regulation of HRGs in an ERFVII independent manner. Why does it look that, even though approx. 300mM H₂O₂ was used the transcriptional response was not that intense when compared to Botrytis treatment. Is there evidence that ROS formation is still pronounced at the time samples from the infected leaves were collected?
8. The authors propose that lack of ethanol production in the lines pdc1pdc2 and adh could be beneficial for plant defense strategy. What is the rationale that could explain the induction of PDC1 and PDC2 together with the repression of ADH, via ERFVII-ORA59 interaction, in Col-0 plants?
9. The use of genetic complementation in stably transformed Arabidopsis, for example in the erfvi mutants, would be much more reliable then protoplast transformation.
10. I would suggest to completely get rid of SA in the way the story is presented, unless SA is actually measured. It is hard to convince the reader based on a single marker gene.
12. The same rationale applies for ethanol production in the working model. Ethanol production was never measured.
13. Why the average lesion ratio in the Col-0 shown in Figure 5a is 6-fold increased when compared to Figure 1a?

Reviewer #2 (Comments for the Author):

EIN2 and ERFs appear to be important in resistance against Botrytis infection (necrotrophic fungus), particularly ORA59. ORA59 and RAP2.3 are also reported to be important in resistance against a different necrotrophic bacterium, Pectobacterium. A number of studies indicate that elevated RAPs are good for resisting infection; given Botrytis infection leads to local hypoxia due

to fungal respiration (reported in 2021), the authors propose this suggests a role for RAP members in response to infection. The paper seeks to understand the mechanism for this, including interactions with ORA59.

This paper seeks to build on emerging literature which indicates a role for ERFVII in response to infection, particularly via a link with ORA59 which is an ERFXI involved in resistance against Botrytis infection. The authors seek to understand the role of ERFVII in infection responses, particularly given the local hypoxia induced by Botrytis infection. They start by using an *erfVII* mutant to demonstrate the role of ERFVII in resisting infection and ERFVII related gene upregulation in response to Botrytis infection. They then looked at the response of typical hypoxic response genes (HRGs) and surprisingly found that some HRGs were induced upon infection even in the absence of ERFVII (termed Group A) while many of them were not induced in response to infection (despite the fact that infection induces hypoxia); this latter subset were termed Group B. To rationalise Botrytis-induced HRG expression in the absence of ERFVII, the authors proposed oxidative stress as a trigger. In Col-0, they used a pPCO1-GUS line exposed to H₂O₂ and found GUS expression, indicative of HRG promoter activation. They then examined Col-0 and *erfVII* plants treated with H₂O₂ or MV and analysed expression of selective oxidative stress genes or HRGs. These data indicated that a subset of HRGs can be upregulated by oxidative stress in a manner independent of ERFVII.

Q1 - This is an interesting finding, however the selection of a few genes to examine by qPCR following H₂O₂/MV treatment likely misses key information and currently the connection is a bit weak. Did the authors consider screening the expression of a wider selection of the HRGs following this oxidative treatment to confirm that those not upregulated by Botrytis were also not upregulated by H₂O₂? This may provide more information about the mechanism of ERFVII independent upregulation, which is currently a bit open-ended.

They next sought to rationalise why Botrytis did not cause upregulation of all HRGs, and looked at JA pathways induced by Botrytis infection. They report that JA treatment showed a 'much lower induction of HRGs when submerged' compared to untreated plants.

Q2 - The differences in HRG expression in MeJA-treated vs untreated are $P < 0.05$, however one or two of the data points appear to overlap; I would caution against using the word 'much lower' as it is a little misleading. In addition, this set of HRGs were chosen to examine as they are in Group B, however might an informative control have included one or two HRGs from Group A as well?

Both JA and Botrytis were shown to induce ORA59, which has previously been shown to interact with RAP2.3. The authors used Y2H and split luciferase assays to demonstrate nicely that ORA59del1-60 seems to interact with other ERFVII (except HRE2). When an *ora59* *rnai* line was infected, HRGs from Group B were induced upon infection rather than repressed/remaining the same, suggesting ORA59 represses HRG expression

Q3 -Figure 4F shows FTM1 expression being the same +/- Botrytis treatment in Col-0, however Figure 1D suggests downregulation of FTM1 in response to the same treatment. Can you rationalize this (maybe I misunderstand the way Fig 1D was generated)?

When ORA59 was overexpressed in protoplasts, it dampened the expression of HRGs which were otherwise induced by hypoxia. Overall, the connection between JA-mediated ORA59 activation and partial repression of HRG expression (at least of those tested) is strong.

Q4 - The rationale for picking these 5 genes to examine is not clear, and the connection would be even stronger with inclusion of additional Group B HRGs (and countered by Group A HRGs).

The authors then went on to consider whether activation of HRGs is detrimental to resistance to Botrytis infection using *pdcp1pdcp2* and *adh1* mutants. These plants were more resistant to infection, suggesting these genes are detrimental to resistance, possibly via ethanol effects. SA biosynthesis genes PR1 and SID2 were lower in these mutants. There is an interplay reported in the literature of the effects of JA and SA on ORA59, with SA resulting in ORA59 degradation. This was confirmed by the authors in a mutant lacking a key enzyme in SA biosynthesis. RAP2.12 on the other hand has been reported to promote SA biosynthesis; the authors observed repression of the SA biosynthesis gene in the *erfVII* mutant, which was in turn dampened by ERFVII. Overall, these observations allowed the authors to devise a model whereby ORA59 dampens the effects of ERFVII to promote Botrytis resistance.

This is an interesting study that reveals novel aspects of cross-talk between defence and hypoxia signalling through JA-induced ORA59 expression, which in turn represses HRG expression through interaction with ERFVII to reduce ethanol-mediated diminishing of infection tolerance. There is undoubtedly a lot that we still need to understand about cross-talk between different stress signalling pathways, and this report proposes a useful model that will need further validation in future studies.

The work would benefit from more secure relationships being established between the stimulus and the expression of the Group A and Group B HRGs, as described above. I was also intrigued that PDC1 and PDC2 are two of the Group A HRGs, increasing in expression upon infection; with ADH levels unchanged upon infection in Col-0 (according to Figure 1), could ethanol formation take place such that the detrimental impacts of ethanol on Botrytis infection tolerance may negate any advantage conferred by

JA-induced ORA59. The authors may wish to comment on this (maybe ADH levels are negligible?) or explore this further.

Minor comments

Line 96 - I would argue that it's better say 'ERFVII proteins are important for' rather than 'ERFVII proteins are required for' (their function could, in theory, be replaced by something else).

Improve annotation of supplementary material so there is consistent terminology between text and SI, e.g. in Supplementary Table 1, 'col up' tag label presumably corresponds to 'upregulated genes in Botyrtis-infected Col-0'.

Line 308 - can H₂O₂ concentration be given in μ M to allow comparison to concentration of MV?

Figure 4 - please clarify why ORA59 has residues 1-60 deleted - is this the activation region mentioned in the Methods?

Reviewer #1 (Comments for the Author):

Brunello et al. aimed to understand the contribution of ERFVII transcription factors in plant defense strategy against *Botrytis cinerea*. The starting point is the susceptibility of *erfvii* mutants to the pathogen together with the previous observation from his group that a hypoxic niche is established near the lesion provoked by the fungus. I found the premises on which the manuscript is based on very interesting for the hypoxia and phytopathology field. However, in my understanding the authors tried to combine too many distinct regulatory pathways such as hypoxia, oxidative stress, jasmonic acid, ethylene and salicylic acid signaling in the same working model based, almost solely, on gene expression data. The story progresses to a somewhat confusing and complex working model in the end. Nonetheless, when considered in an isolated manner, several of the observations are very interesting.

REPLY: We agree with the reviewer. Consequently, we revised the manuscript by changing the focus of the manuscript on its main findings, namely the involvement of ORA59 and its interaction with the ERFVII and the consequent repression of their activity towards the activation of HRGs transcription.

The authors approached the problem by performing a microarray analysis of Col-0 and *erfvii* mutants infected with *Botrytis*. Focus was given to the Hypoxia Responsive Genes (HRGs) defined by Mustroph (2010). They observed two distinct clusters of HRGs: Group 1, transcripts that were up-regulated independent of the ERFVII and Group 2, transcripts that were not up-regulated in both lines after *Botrytis* treatment. One of the transcripts belonging from the Group 2 is the classical hypoxic marker Alcohol Dehydrogenase (ADH). From this observation the authors tried to depict the mechanism behind each of the two observations.

Major Revisions:

1. There are several interesting findings in this article, however the storyline is too difficult to follow. This manuscript would benefit immensely if it was focused solely on, for example, how the HRGs from Group 1 are induced independent on the ERFVII. Alternatively, the ORA59-ERFVII interaction to repress HRGs from Group 2 during *Botrytis* infection is also very interesting. Deep investigation of any of those points would yield two important manuscripts for the hypoxia and phytopathology community. As the story is now, I would rather make it more concise focusing on the ERFVII-ORA59 node

REPLY: We agree and focused the ms. on the ERFVII-ORA59 node as suggested by the reviewer.

2. Lines 73-74: Although this is first mentioned at the introduction, this assumption guide the authors in their interpretation. However insufficient to trigger pPCO:GUS, Loreti et al. (2021) clearly observed an almost 30% decrease in oxygen concentration in the presence of the pathogen elicitor flg22. Veillet et al. (2017) also elegantly demonstrated that increase oxygen consumption in *Arabidopsis* occur independently of the establishment of *Botrytis* infection sites. An enrichment of HRGs can also be found in public transcriptome datasets of elicitor treated *Arabidopsis* plants, such as in the data published by Bjornson et al. (2021). Altogether, is the establishment of a local hypoxia detrimental to the cell and benefits the pathogen or just part of plant defense response?

REPLY: We agree. We added a sentence about the work by Veillet et al. as well as reference to the fact that also flg22 indices a decrease in oxygen concentration (this both in introduction and discussion). Whether the establishment of local hypoxia is detrimental to the plant is an excellent question. Our results (including new ones described below) suggest that the repression of most of the ERFVII

dependent responses by ORA59 is positive for the plant, as it is hampering ethanol production through the combined action of PDC and ADH. Interestingly, we found the exogenous ethanol is detrimental to the plant cell, favoring Botrytis infection. We discuss this aspect in the new version of the manuscript.

3. Figure 1B, C. These figures do not seem relevant to the manuscript, since the authors decided to follow a completely distinct route. The transcripts that are not induced in the *erfvii* background are not mentioned in any point beyond in the manuscripts and also are not relevant in the way the story is being told.

REPLY: We agree. We removed this section.

4. Supplemental table 1 containing the microarray data is rather incomplete. It does not contain neither statistical analysis nor expression values. A complete table containing every single transcript together with the expression values for both genotypes should be provided at least to allow the reader to look at the data the manuscript is based on.

REPLY: The new Supplemental Table 1 includes all raw microarray data.

5. The methodology describing the time points and how the samples were collected for microarray are also strictly necessary for the interpretation of further results. It seems from some Figure legends from RT-qPCRs that this data comes from 48h post-infection, although it is not clear if this timing is maintained for the microarray dataset. Were whole leaves collect of only the regions close to the lesions?

REPLY: It is indeed 48h post-infection. We made this clear in the Figure legend as well as in the M&M section.

6. L122-124 The evidence of a hypoxia response at transcript level is convincing based on all qRT-PCR data performed in combination of pPCO:GUS histochemical staining. However, evidence of ERFVII stabilization is not that convincing. The confocal microscope images shown by Loreti et al. previously lacks normalization which could create some bias in addition it comes from a low number of replicates. Imaging in combination with Immunoblotting would give the reader more convincing evidence for ERFVII stabilization in the lesion area, specially because the whole argument the manuscript is based on relies on ERFVII stabilization.

REPLY: We agree. We performed an immunoblot demonstrating that RAP2.3 is stabilized by Botrytis infection (48h) in four independent biological replicates.

7. The authors proposed that H₂O₂ could mediate the up-regulation of HRGs in an ERFVII independent manner. Why does it look that, even though approx. 300mM H₂O₂ was used the transcriptional response was not that intense when compared to Botrytis treatment. Is there evidence that ROS formation is still pronounced at the time samples from the infected leaves were collected?

REPLY: This section was removed, in line with the new version of the ms. focusing on the ERFVII-ORA59 node.

9. The use of genetic complementation in stably transformed *Arabidopsis*, for example in the *erfvii* mutants, would be much more reliable then protoplast transformation.

REPLY: We complemented the *erfvii* mutant protoplasts with the five individual ERFVII to check for the impact of ORA59 on each of them. We certainly agree that stably transformed, complemented *erfvii* plants would be much better, but the contribution of ORA59 would then require also silencing/OE of ORA59 in each of the lines. This would be quite a lot of work. As far as OE of ORA59 is concerned, we struggled to obtain an OE line, which is however not ready yet. We believe that the multiple evidence we provided about ORA59 acting as a repressor also in plants and not only in protoplasts is robust. We showed that expression of HRGs is profoundly affected in the *ore59* stably transformed plants (Fig.4A)

and also that inducing ORA59 by JA treatment leads to the expected repression of HRGs, including a stably transformed HRPE:LUC line (new experiment showed in Fig.2C).

10. I would suggest to completely get rid of SA in the way the story is presented, unless SA is actually measured. It is hard to convince the reader based on a single marker gene.

REPLY: Agreed!

12. The same rationale applies for ethanol production in the working model. Ethanol production was never measured.

REPLY: The working model was removed. The new version of the manuscript provides a straight-forward take-home message: ORA59 acts as a repressor of ERFVII.

13. Why the average lesion ratio in the Col-0 shown in Figure 5a is 6-fold increased when compared to Figure 1a?

REPLY: the intensity of Botrytis infection can vary among individual experiments. Fig.1A was removed, but some differences in the average lesion ratio are also present comparing Fig.5B and the new Fig. 5E. (with a more reasonable 3-fold difference between experiments.

Reviewer #2 (Comments for the Author):

EIN2 and ERFs appear to be important in resistance against Botrytis infection (necrotrophic fungus), particularly ORA59. ORA59 and RAP2.3 are also reported to be important in resistance against a different necrotrophic bacterium, Pectobacterium. A number of studies indicate that elevated RAPs are good for resisting infection; given Botrytis infection leads to local hypoxia due to fungal respiration (reported in 2021), the authors propose this suggests a role for RAP members in response to infection. The paper seeks to understand the mechanism for this, including interactions with ORA59. This paper seeks to build on emerging literature which indicates a role for ERFVIs in response to infection, particularly via a link with ORA59 which is an ERFXI involved in resistance against Botrytis infection. The authors seek to understand the role of ERFVIs in infection responses, particularly given the local hypoxia induced by Botrytis infection. They start by using an ervii mutant to demonstrate the role of ERFVII in resisting infection and ERFVII related gene upregulation in response to Botrytis infection. They then looked at the response of typical hypoxic response genes (HRGs) and surprisingly found that some HRGs were induced upon infection even in the absence of ERFVII (termed Group A) while many of them were not induced in response to infection (despite the fact that infection induces hypoxia); this latter subset were termed Group B. To rationalise Botrytis-induced HRG expression in the absence of ERFVII, the authors proposed oxidative stress as a trigger. In Col-0, they used a pPCO1-GUS line exposed to H₂O₂ and found GUS expression, indicative of HRG promoter activation. They then examined Col-0 and ervii plants treated with H₂O₂ or MV and analysed expression of selective oxidative stress genes or HRGs. These data indicated that a subset of HRGs can be upregulated by oxidative stress in a manner independent of ERFVIs.

Q1 - This is an interesting finding, however the selection of a few genes to examine by qPCR following H₂O₂/MV treatment likely misses key information and currently the connection is a bit weak. Did the authors consider screening the expression of a wider selection of the HRGs following this oxidative treatment to confirm that those not upregulated by Botrytis were also not upregulated by H₂O₂? This may provide more information about the mechanism of ERFVII independent upregulation, which is currently a bit open-ended.

REPLY: this section of the ms. was removed. The focus of the new version of the ms. is the ORA59-ERFVII node, as requested by both reviewer 1 and the Managing Editor.

They next sought to rationalise why Botrytis did not cause upregulation of all HRGs, and looked at JA pathways induced by Botrytis infection. They report that JA treatment showed a 'much lower induction of HRGs when submerged' compared to untreated plants.

Q2 - The differences in HRG expression in MeJA-treated vs untreated are $P < 0.05$, however one or two of the data points appear to overlap; I would caution against using the word 'much lower' as it is a little misleading. In addition, this set of HRGs were chosen to examine as they are in Group B, however might an informative control have included one or two HRGs from Group A as well?

REPLY: we edited the text to match the actual effects of MeJA. The new version of the ms. includes both genes of Group A and Group B.

Both JA and Botrytis were shown to induce ORA59, which has previously been shown to interact with RAP2.3. The authors used Y2H and split luciferase assays to demonstrate nicely that ORA59del1-60 seems to interact with other ERFVIs (except HRE2). When an ora59 rnai line was infected, HRGs from Group B were induced upon infection rather than repressed/remaining the same, suggesting ORA59 represses HRG expression

Q3 -Figure 4F shows FTM1 expression being the same +/- Botrytis treatment in Col-0, however Figure 1D

suggests downregulation of FTM1 in response to the same treatment. Can you rationalize this (maybe I misunderstand the way Fig 1D was generated)?

REPLY: The HRGs “Group A”, includes genes which are induced at least 2-fold by Botrytis. 

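Of the named Group A genes, AT5G47060 and TN11 lie closest to the 2-fold criterion in Col-0. AT5G47060 had a signal of 158 on the mock array and 368 on the Botrytis array, 2.32-fold higher (log2 ratio 1.22). TN11 had signals of 321 and 667, 2.08-fold higher (log2 ratio 1.05). The next of the named genes below the criterion was AT2G17850, with a log2 ratio of 0.72, but its signals of 56.1 and 92.1 are both below 100 and give no fold. WIP4, a wound-induced protein, had signals of 173 and 230, 1.33-fold higher. At a criterion of 3-fold 4 of the 24 named genes were higher, and at 1.5-fold 7 were, with no floor on the signals.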

The criteria for inclusion in “Group B” is that they do not behave as hypoxia-responsive, despite hypoxia being present during Botrytis infection. The presence of hypoxia was not only demonstrated by Valeri et al. but is also supported by the new experiment in which we demonstrate that RAP2.3 is stabilized during Botrytis infection. To avoid any misunderstanding we removed the data on FTM1, which is replaced by a larger number of HRGs (10 HRGs studied by RT-qPCR vs. 5 in the previous ms.).

When ORA59 was overexpressed in protoplasts, it dampened the expression of HRGs which were otherwise induced by hypoxia. Overall, the connection between JA-mediated ORA59 activation and partial repression of HRG expression (at least of those tested) is strong.

Q4 - The rationale for picking these 5 genes to examine is not clear, and the connection would be even stronger with inclusion of additional Group B HRGs (and countered by Group A HRGs).

REPLY: We agree. We expanded our gene-expression analysis: 5 HRGs in the previous version of the ms. to 10 HRGs, 5 for each of the two groups (A and B).

The authors then went on to consider whether activation of HRGs is detrimental to resistance to Botrytis infection using *pd1pd2* and *adh1* mutants. These plants were more resistant to infection, suggesting these genes are detrimental to resistance, possibly via ethanol effects. SA biosynthesis genes PR1 and SID2 were lower in these mutants. There is an interplay reported in the literature of the effects of JA and SA on ORA59, with SA resulting in ORA59 degradation. This was confirmed by the authors in a mutant lacking a key enzyme in SA biosynthesis. RAP2.12 on the other hand has been reported to promote SA biosynthesis; the authors observed repression of the SA biosynthesis gene in the *erfvi* mutant, which was in turn dampened by ERFVII. Overall, these observations allowed the authors to devise a model whereby ORA59 dampens the effects of ERFVII to promote Botrytis resistance. This is an interesting study that reveals novel aspects of cross-talk between defence and hypoxia signalling through JA-induced ORA59 expression, which in turn represses HRG expression through interaction with ERFVII to reduce ethanol-mediated diminishing of infection tolerance. There is undoubtedly a lot that we still need to understand about cross-talk between different stress signalling pathways, and this report proposes a useful model that will need further validation in future studies.

The work would benefit from more secure relationships being established between the stimulus and the expression of the Group A and Group B HRGs, as described above. I was also intrigued that PDC1 and PDC2 are two of the Group A HRGs, increasing in expression upon infection; with ADH levels unchanged upon infection in Col-0 (according to Figure 1), could ethanol formation take place such that the detrimental impacts of ethanol on Botrytis infection tolerance may negate any advantage conferred by JA-induced ORA59. The authors may wish to comment on this (maybe ADH levels are negligible?) or explore this further.

REPLY: The question as to whether ethanol production can occur in the absence of ADH induction because ORA59 inhibits this classical response to hypoxia is a very relevant one. It would be impossible that ethanol is produced if ADH levels are not already sufficiently high under control conditions. We explored this possibility and found that ADH expression is already quite high in plants that were exposed to the high humidity utilized to allow Botrytis infection. This was demonstrated by using plants expressing GUS under the control of the promoter of ADH. These new results are shown in the new Fig. 5D. This experiment also confirms that there is no increase in the level of ADH during the 48h after infection, as predicted by the gene expression analysis. However, repression of induction of ADH is important for plant

tolerance to Botrytis. This is supported by two independent experimental pieces of evidence. First, mutants impaired in their ability to produce ethanol are more tolerant to Botrytis. Second, exogenous application of a droplet of very diluted ethanol was sufficient to reduce significantly Arabidopsis tolerance to Botrytis. Taken together, these results demonstrate that the basal level of ADH is sufficient for reducing the plant's tolerance, and that should ORA59 be unable to prevent ADH induction, the impact of negative ADH would be worst, given that hypoxia at the infection site would strongly induce ADH, boost ethanol production and leading to higher susceptibility to Botrytis.

Minor comments

Line 96 - I would argue that it's better say 'ERFVII proteins are important for' rather than 'ERFVII proteins are required for' (their function could, in theory, be replaced by something else).

REPLY: this part was removed from the text.

Improve annotation of supplementary material so there is consistent terminology between text and SI, e.g. in Supplementary Table 1, 'col up' tag label presumably corresponds to 'upregulated genes in Botrytis-infected Col-0'.

REPLY: we apologise. We now provide the normalized raw data for the microarray, so that readers can analyze themselves the results.

Line 308 - can H₂O₂ concentration be given in μ M to allow comparison to concentration of MV?

REPLY: this part was removed from the text.

Figure 4 - please clarify why ORA59 has residues 1-60 deleted - is this the activation region mentioned in the Methods?

REPLY: Yes, correct. We edited the M&M for clarity.

27-Nov-2024

Dr. Elena Loreti
Institute of Agricultural Biology and Biotechnology, CNR, National Research Council
Pisa
Italy

RE: The AP2/ERF domain transcription factor ORA59 represses hypoxia responses during *Botrytis cinerea* infection and reoxygenation

Dear Elena,

We are pleased to accept your manuscript for publication in the *Plant Physiology*. This acceptance is contingent on revision based on the comments of our reviewers. In particular, please consider the following:

I have been able to secure a review from one of the initial reviewers. They conclude that the manuscript is now improved and simplified thanks to the removal of the side stories about ethylene, oxidative stress and salicylic acid. In addition, the existence of an ORA59-ERFVII node during infection was reinforced by the addition of Figure 5 and 6.

There is one point of concern remaining which refers to the claim that fermentation is detrimental to the plant during infection. The exogenously applied ethanol in the new experiment (Fig. 5) raised some concerns. I believe this point can be addressed by a minor revision of the text by adjusting the wording and by modifying the discussion to include the previous study that the reviewer refers to.

Please highlight all changes and include a detailed annotation to changes to the text, with line numbers, and noting your responses to the comments.

To submit your revised manuscript, click:

Link Not Available

If you cannot return the revised manuscript within 8 weeks of receipt, please let us know. Otherwise, we will assume that you have elected not to revise the manuscript and are withdrawing it.

Thank you for allowing us to review your work. We look forward to hearing from you soon.

Sincerely,
Editor, *Plant Physiology*

----- Reviewer comments:
Reviewer #1 (Comments for the Author):

I have seen Brunello et al. manuscript in the first round. The authors decided to focus the manuscript on the ERFVII-ORA59 node and left aside for now data related to salicylic acid, ethylene and oxidative stress. This refocusing has improved both clarity and readability, resulting in a concise and objective narrative. Also, the authors implemented the suggestions made by both reviewers and the managing editor. I particularly appreciate the addition of the raw supplemental dataset, Figure 6 and changes in style such as in Figure 1. The manuscript now centers on the differential induction of hypoxia-responsive genes (HRGs) during *Botrytis* infection, categorized into two groups: GROUP A (induced) and GROUP B (not induced), despite the establishment of a hypoxic niche. The authors propose that the lack of GROUP B gene induction is linked to the interplay between jasmonic acid and hypoxia signaling, mediated by ORA59-ERFVII interactions. This hypothesis is supported by experimental evidence showing that ORA59 represses GROUP B HRGs, with these genes being upregulated during infection in the absence of ORA59. The ORA59-ERFVII node would be important for plant immunity, for example, by repressing fermentative metabolism. The authors indeed show that experimentally the absence of fermentation or exogenous applied ethanol alter tolerance to *Botrytis*.

Major comments

1) The authors tested whether fermentation has an impact on the success of Botrytis infection by applying exogenously ethanol (in response to Reviewer 2). It is stated as a response to Reviewer 2 that "a droplet of very diluted ethanol was sufficient to reduce significantly Arabidopsis tolerance to Botrytis. The authors state at L172-173 "the infection was performed in the presence of a physiologically-relevant ethanol concentration". I am not sure whether 100mM Ethanol (7%) is that low. Were lower doses tested and resulted in the same effect? The leaf treated with ethanol and subjected to infection (Figure 5E) looks different from the adh and other photos (there are patterns of yellowing distant from the infection site). Did treatment with ethanol in the absence of Botrytis resulted in any detrimental effect?

I understand the authors did this experiment to validate the correlation of fermentation with infection success. However, the same group nicely shown a few years before that the developmental penalty associated with the lack of ADH, PDC1 and PDC2 is greater during normal development than under hypoxia. This suggests that the pleiotropic effects of impaired fermentation during plant growth could lead to a broader metabolic rearrangement than what is captured within the limited scope of the experimental timeframe.

I would rather prefer discussion using previous data by the same group (Ventura et al., 2020) then making strong assumptions about the role of fermentation/ethanol in the infection at this point (unless additional controls are provided as supplemental material).

Minor comments

L114 - 117: Is the absence of HRA1 transcript accumulation enough to rule out its involvement? Would be safer to rephrase as "potentially rule out"

L128 - L129: The authors state "indicating that the MeJA repression is due to reduced ability of ERFVIs to bind to the hypoxia-responsive promoter elements". Should the possibility of MeJA impacts ERVIs stability be considered here?

L222-225: This sentence is too long and not clear.

Figure 6. Consider removing the lines from the C subpanel. Although it makes the graphs clearer it suggests erroneously that these dynamics in fact were observed.

Reviewer #1

Reviewer #1 (Comments for the Author):

Major comments

QUERY The authors tested whether fermentation has an impact on the success of Botrytis infection by applying exogenously ethanol (in response to Reviewer 2). It is stated as a response to Reviewer 2 that "a droplet of very diluted ethanol was sufficient to reduce significantly Arabidopsis tolerance to Botrytis. The authors state at L172-173 "the infection was performed in the presence of a physiologically-relevant ethanol concentration". I am not sure whether 100mM Ethanol (7%) is that low.

REPLY: We certainly agree that 7% would be a high concentration physiologically speaking. However, 100 mM equals 0.58% Ethanol (v/v) and is non-toxic to plants (Jackson et al. 1982). We edited the text removing "physiologically relevant".

QUERY Were lower doses tested and resulted in the same effect? The leaf treated with ethanol and subjected to infection (Figure 5E) looks different from the adh and other photos (there are patterns of yellowing distant from the infection site). Did treatment with ethanol in the absence of Botrytis result in any detrimental effect?

REPLY: Ethanol itself did not cause any effect on the leaves. We produced a new figure to represent adequately not only the effects after Botrytis infection but also all the controls (including ethanol 100mM alone). The text now includes this sentence: "*Leaves treated with ethanol-only did not show any toxicity symptoms, in line with the absence of ethanol toxicity per-se (Supplementary Fig. S2).*"

QUERY I understand the authors did this experiment to validate the correlation of fermentation with infection success. However, the same group nicely shown a few years before that the developmental penalty associated with the lack of ADH, PDC1 and PDC2 is greater during normal development than under hypoxia. This suggests that the pleiotropic effects of impaired fermentation during plant growth could lead to a broader metabolic rearrangement than what is captured within the limited scope of the experimental timeframe.

I would rather prefer discussion using previous data by the same group (Ventura et al., 2020) then making strong assumptions about the role of fermentation/ethanol in the infection at this point (unless additional controls are provided as supplemental material).

REPLY: There is probably a misunderstanding that originated from our wording in the Discussion. We added this sentence to the Discussion: "*Both ADH and PDC activities are required for optimal plant development, even under aerobic conditions (Ventura et al., 2020). Repression of ADH and PDC is therefore restricted to conditions inducing ORA59 expression, namely during pathogen infection and recovery from a previous hypoxic condition.*"

Minor comments

QUERY: L114 - 117: Is the absence of HRA1 transcript accumulation enough to rule out its involvement? Would be safer to rephrase as "potentially rule out".

REPLY: The text was rephrased as suggested.

QUERY: L128 - L129: The authors state "indicating that the MeJA repression is due to reduced ability of ERFVIs to bind to the hypoxia-responsive promoter elements". Should the possibility of MeJA impacts ERFVIs stability be considered here?

REPLY: The data reported in Figure 6A indicated that RAP2.3 is stable during reoxygenation, despite a burst in JA synthesis inducing ORA59. Additionally, Botrytis infection triggers a very clear RAP2.3 stabilization (Fig. 3A). Valeri et al. (2021) showed that the ERFVIIs are stable and localized in the nuclei during Botrytis infection. Together, this evidence, although indirectly, suggests that JA does not affect ERFVII stability.

QUERY: L222-225: This sentence is too long and not clear.

REPLY: The text was rephrased as suggested.

QUERY: Figure 6. Consider removing the lines from the C subpanel. Although it makes the graphs clearer it suggests erroneously that these dynamics in fact were observed.

REPLY: Curved lines represent polynomial fits passing through the mean of each group of observations, providing a visual representation of the trend within each genotype. We clarified this in the figure legend.

28-Nov-2024

Dr. Elena Loreti

Institute of Agricultural Biology and Biotechnology, CNR, National Research Council

Pisa

Italy

MSID: PP2024-RA-02909DR1

MS TITLE: The AP2/ERF domain transcription factor ORA59 represses hypoxia responses during Botrytis cinerea infection and reoxygenation

Dear Elena,

Thank you for your speedy resubmission after the request for minor corrections and your careful revision and clear response to the reviewer's comments.

Based on my own final inspection of the revisions, I am pleased to inform you that your revised manuscript "The AP2/ERF domain transcription factor ORA59 represses hypoxia responses during Botrytis cinerea infection and reoxygenation" has been accepted for publication in Plant Physiology. Your manuscript will be checked for consistency with journal formatting and image standards by one of our Science Editors, who will contact you shortly. They may have a number of queries and suggestions for you. Please keep in mind that they work to increase the online visibility of your article and its attraction for readers from the widest of backgrounds. You will have the opportunity to review any revisions, and I hope you will work constructively with them to get the most out of your research. You will also have the opportunity to review all changes when you receive the author proofs for your article.

Once validated for publication, your article will be sent to a Science Editor for a final review of your manuscript and source files. After your final files are uploaded, your article will appear in the next available issue and the online Preview version of your article will be posted after your signed Copyright and Checklist forms and final source files are received.

Please be sure to include the following in your manuscript file:

Harvard style citations

List of all author contributions and funding information at the beginning of manuscript after the titles and author list.

List all supplemental materials associated with the article, with titles, at the end of the ms, before the references and acknowledgments section.

Complete Figure Legends for all figures appearing in the article listed before the Literature Cited.

LICENSE INFORMATION Shortly after your paper is sent to production, you will receive an email from our publisher's author support team, **SciPris**, with information on article processing charges, as well as the types of Open Access license you would be able to purchase. The accepted version of your manuscript will not appear on our Advance Articles page until the license is selected and signed, so please look out for an email from SciPris. For more information see the Article Publication Fees section of our author guidelines: <https://academic.oup.com/plcell/pages/General-Instructions>

Finally, we encourage your submission of artwork for the journal cover. If there is an image or illustration related to your paper that you would like to have considered, please email it in .pdf or .tif format to . An image title, brief, 2-3 sentence description of the image, and the name of the person credited for the image are also encouraged. If your image is selected to appear on the online cover of the journal, you will be contacted with the scheduled issue date and further information.

Thank you and congratulations on your Plant Physiology paper!

Sincerely,

Editor, Plant Physiology

=====

FIRST AUTHOR PROFILES

=====

We recognize the hard work that goes into being First Author of a Plant Physiology paper by publishing a "First Author Feature" for each First Author alongside your paper.

If the first author(s) would like to submit information for a feature on Facebook and Twitter, fill out the form by clicking on the link below:

Plant Physiology First Author Feature Form: <https://forms.office.com/r/ZBCGZfhm8F>

If you cannot access the form through the link above, please contact Rachel at .

How the deposited data were processed for this re-analysis (not part of the article)

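Gene expression was measured in rosettes of 4-week-old Arabidopsis plants on 4 Affymetrix ATH1 arrays, 1 per condition: Col-0 and erfVII, each after mock treatment and 48 h after inoculation with Botrytis, with the RNA of 5 biological replicates pooled on each array. The sample labels and the paper give the conditions.

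The authors made the deposited signal intensities with MAS5.0, named in the methods and in the submitters' processing notes without a software version. The methods also name a quartile normalization. The deposited values are linear, with 1 intensity for each of 22810 probe sets, and all arrays have the same 2% trimmed mean to within 0.001%, while the 75th percentiles lie at 575, 551, 591 and 562, so the arrays were not on a common set of quartiles. Both Col-0 columns equal the signals in every row of the copy of Table S1 at hand (3.94% of its rows) within 0.001%.

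From these values, log2 ratios of the signals were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9. Probe sets were named from the platform's gene table (14016 probe sets) and from Table S1 (219 more), with loci and symbols from the RefSeq gene table of assembly TAIR10.1, of which only names and the order of neighbouring genes were used. Of the named probe sets 529 name several genes and were left out of the counts over all genes. A gene with several probe sets is the mean of their log2 signals, and 13544 genes have a probe set of their own. The 8511 probe sets not named here include many well-studied genes and are brighter (median signal of 289 on the Col-0 mock array, against 130.2 for probe sets that name 1 gene), so the lists are incomplete. Chloroplast-encoded and mitochondria-encoded genes were taken from the chromosome and symbols in the RefSeq table, in place of the locus prefix set beforehand.

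A ratio counts as higher or lower at 2-fold (log2 ratio of 1). Core anaerobic genes were counted on the signals as deposited, and gene lists and all genes with signals below 100 raised to 100, where genes below 100 on every array compared were left out of a list. List medians are given for lists with at least 3 measured genes, with their percentile among 10000 random lists of the same size drawn from 20 bins of mean signal. Genes of the random lists were drawn singly, so their spread can be too narrow for list members that vary together. Of the 22 lists set beforehand, 13 had fewer measured genes in Col-0, and their members are given singly or not at all. No gene of the phloem, epidermis and MYC2-branch jasmonate lists was named in the tables used here. The 1 named gene of the abscisic acid list was below 100 on every array compared. The 9 lists by gene family were added after the naming table was read and before the values of their genes were looked at. With 1 array per condition no test across replicates and no p-value is given, and no pairing or batch could be examined.

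The text names each gene that the study names in its text or Fig. 1A where a probe set names it, the 10 highest and 10 lowest probe sets of each comparison with both signals at 100 or more, the 10 largest differences between the genotypes, and up to 4 members of each list by ratio and by difference between genotypes, and not all of these are printed. The Table S1 rows and the bars of Fig. 1A had been seen when this rule was set. The lists, the rule and the alternatives were set before the data beyond those rows and bars were examined. The exceptions were 3 alternatives: scaling to the 75th percentile, scaling to the median of all probe sets, and counts over all probe sets. The other alternatives were scaling to the trimmed mean, centring on bright probe sets or on 3 reference genes, quantile normalization, floors of 50 and 200 and no floor, 50 added to each signal, thresholds of 1.5-fold and 3-fold, the brightest probe set, leaving out genes or probe sets that are dim or shared, and exchanging the floors of core genes and lists. Quantile normalization had been planned with limma and was computed with numpy, with ties ranked in order of occurrence.

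The counting was tested on simulated data made from the Col-0 mock array for the comparison of Col-0 Botrytis against mock over 13544 genes: 100 of 100 genes made 4-fold higher, 100 of 100 made 4-fold lower and 2 of 13344 unchanged genes were called. All changed genes were bright, and the same noise was added at every signal. The spread between the real mock arrays was wider at dim signals, and 68 genes were at least 2-fold apart there. The simulation therefore checks the counting and not the calls of dim genes or of genes near 2-fold. On the Col-0 mock, Col-0 Botrytis, erfVII mock and erfVII Botrytis arrays, in this order, the 3′ to 5′ signal ratio of the control probe sets was 9.79, 9.26, 9.25 and 11.2 for actin, 1.75, 1.04, 1.55 and 1.08 for GAPDH, and 4.52, 2.86, 3.04 and 3.07 for ubiquitin. For the other pair of each gene it was 1.82, 1.59, 1.85 and 1.74 (actin), 0.787, 0.904, 0.922 and 0.900 (GAPDH), and 1.34, 1.23, 1.20 and 1.27 (ubiquitin).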

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

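The array figure of the study shows Col-0, and the review letter in the supplement describes hypoxia-responsive genes in both lines without values. The values below come from the erfVII arrays, or from differences between the genotypes that were not tested because each rests on 1 array per condition. All tests in this part were chosen after the results were seen.

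In erfVII, 770 genes were at least 2-fold higher and 1114 at least 2-fold lower on the Botrytis array than on the mock array, against 68 genes at least 2-fold apart between the mock arrays. Between the genotypes 4 genes went at least 2-fold in opposite directions after infection, and none of these differences was tested. The chloroplast-encoded ndhJ had a log2 ratio of -1.46 in Col-0 and 1.05 in erfVII, ndhK of -1.23 and 1.11, and petL of -1.19 and 1.14. The nuclear gene AT1G76960, named after its values were seen, had signals of 320 and 1.65 in Col-0 and of 840.0 and 2807 in erfVII.

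Organelle-encoded transcripts stood higher in infected erfVII than in infected Col-0, relative to mock: the 9 measured mitochondria-encoded genes had a median log2 ratio of 0.17 in Col-0 and 0.81 in erfVII, and the difference of the ratios over 74 chloroplast-encoded genes had a median of 0.77. Scaling of the arrays does not account for it, since random lists of other genes matched on signal had a median difference of 0.026 (central 95% from -0.06 to 0.10). 3′ biased RNA on that array cannot be told apart from the other explanations: of 6 control probe set pairs, 5 had a 3′ to 5′ ratio that, Botrytis over mock, was higher in erfVII than in Col-0, while 1 had its highest ratio of all 4 arrays there. The pairs measure only actin, GAPDH and ubiquitin and are not independent. Between the infected arrays alone, the ratios in erfVII were 0.996 to 1.21 times those in Col-0, and a single array gives no spread for them. Another candidate explanation is a larger share of organelle RNA in the labelled RNA of that array, which would shift the mitochondria-encoded genes too. Their median difference was 0.51 (0.29 with a floor of 200). Because the mitochondria-encoded genes are part of the pattern to be explained, their shift cannot decide on this explanation. An effect of the ERFVII mutations on organelle transcripts was not tested and stays open.

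In erfVII, 6 core anaerobic genes were at least 2-fold higher after infection. Of these, PDC2 and AT5G47060 had signals of at least 100 on both erfVII arrays, while HRE2 and HUP9 were below 100 on both, have no fold and were not tested. CML38 and HUP40 were below 100 on the mock array alone, and with signals raised to 100 the log2 ratio of 1 of them (CML38) lay above 0.91, the upper end of the spread between the mock arrays at signals of 100 to 200. For HUP40, at 0.60, noise of dim probe sets cannot be told apart from a response. Its mock signal of 5.94 was raised to 100, so its infected signal of 152 alone fixed a ratio inside that spread. Col-0 RNA on the infected erfVII array does not account for the pattern, since the RAP2.3 signal there was 1.64% of that on the infected Col-0 array. Induction without ERFVII factors was not tested and stays open.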

How the results depend on the processing

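No paired analysis was possible because each condition has 1 array, and no value comes from a test across replicates. Over 35 main results and their 350 values under alternatives, 303 kept within the limits (1.5 times for counts, the spread of random lists for medians), and 47 moved. Among those that moved, the sign turned for the chloroplast-encoded median in erfVII and for the RT-qPCR Group B difference, as given below, and among the others for the difference of the reference genes and of the ERFVII genes, whose main values were 0.02 and -0.15. Scaling to the 75th percentile, scaling to the median of all probe sets, and counts over all probe sets were chosen after seeing the data. For the values that moved, the cause was not tested, except where the setting itself changes the threshold, the floor or the probe sets counted.

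The core anaerobic counts kept within 1.5 times under each scaling. With a floor of 100, 3 genes were lower in Col-0, 3 higher and 0 lower in erfVII, and 3 higher in both genotypes, against 6, 6, 7 and 5. With 50 added to every signal 2 were lower in Col-0 and 3 in erfVII, and with genes at 100 or more on at least 1 array 4 were lower in erfVII. At 1.5-fold 11 were lower in erfVII, and at 3-fold 3 were lower in Col-0 and 3 higher in both genotypes.

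Counts over all genes moved with the floor and the threshold. Without a floor 2138 genes were higher and 3133 lower in Col-0, 2162 and 2847 in erfVII, and 2731 apart between the mock arrays, against 68 with the floor of 100, 150 with a floor of 50 and 30 with a floor of 200. At 3-fold 470 were higher and 594 lower in Col-0, 416 and 446 in erfVII, and 8 apart between the mock arrays. Over all probe sets except controls the counts were 1858 and 2552 in Col-0, 1663 and 2254 in erfVII, and 109 between the mock arrays.

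Scaling to the median of all probe sets moved the median log2 ratio of probe sets at 100 or more on both arrays from -0.11 to 0.10 in Col-0 and to 0.06 in erfVII, and the share of higher genes among those called from 40.6% to 53.4% in Col-0 and from 40.9% to 51.4% in erfVII. Under it the chloroplast-encoded median was -0.75 in Col-0 and 0.0015 in erfVII, where its sign turned, and the difference 0.71. The erfVII median was -0.064 centred on bright probe sets and -0.081 after quantile normalization, and the difference was 0.70 centred on the reference genes and 0.72 after quantile normalization.

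With the floors exchanged, the median of the core anaerobic genes in erfVII was 0.0 (-0.51 without a floor), where genes below 100 on both arrays count as 0. With those genes left out it was -0.25 over 18 genes. The exchange also gave medians of 5.66 for the RT-qPCR Group A genes in Col-0 (2.49 with the floor of 100, 3.49 with a floor of 50) and 5.09 for the ERF branch of ethylene and jasmonate in erfVII. For the mitochondria-encoded genes it gave 0.65 in Col-0 and 1.19 in erfVII. The differences were -1.47 for the RT-qPCR Group A genes and 0.17 for the Group B genes (-0.24 with the floor of 100, so its sign turned). With a floor of 50 the mitochondria-encoded medians were 0.65 in Col-0 and 1.15 in erfVII, and the Group B difference was again 0.17. With a floor of 200 the mitochondria-encoded median was 0.28 in erfVII and the difference 0.29. Signals below 100, a large part of each array, limit folds to bounds.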

Differences from the paper's values

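The text of the paper gives no fold for single array genes, so the bars of Fig. 1A were read by eye, to about 0.1, for 19 of the 24 named core anaerobic genes. For 14 of them the log2 ratio of the deposited signals differs from the bar by more than that, most often lying below it, with the same sign in each case, and the other 5 (HRE2, CML38, PDC2, WIP4 and HUP9) lie within it.

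For HUP40 the paper's bar stands at about 6.0 in Fig. 1A, read by eye, and the value here is 6.14. The paper's bar for AT5G47060 is at about 1.4 in Fig. 1A, read by eye, against 1.22 here. For TN11 the paper's bar stands at about 1.2 in Fig. 1A, read by eye, and the value here is 1.05. The paper's bar for AT2G17850 is at about 0.9 in Fig. 1A, read by eye, against 0.72 here. For AT4G39675 the paper's bar stands at about -0.4 in Fig. 1A, read by eye, and the value here is -0.53. The paper's bar for AT4G17670 is at about -0.5 in Fig. 1A, read by eye, against -0.67 here. For HUP6 the paper's bar stands at about -0.6 in Fig. 1A, read by eye, and the value here is -0.74.

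HRA1 is at about -0.7 in the paper's Fig. 1A, read by eye, and at -0.85 here. AT1G74940 is at about -0.9 in the paper's Fig. 1A, read by eye, and at -1.03 here. RGAT1 is at about -1.0 in the paper's Fig. 1A, read by eye, and at -1.18 here. ATL23 is at about -1.1 in the paper's Fig. 1A, read by eye, and at -1.24 here. HUP32 is at about -1.7 in the paper's Fig. 1A, read by eye, and at -1.84 here. AT5G26200 is at about -1.9 in the paper's Fig. 1A, read by eye, and at -2.10 here. FHL is at about -2.0 in the paper's Fig. 1A, read by eye, and at -2.21 here.

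Some alternatives were set before the data beyond these bars and the Table S1 rows at hand were examined. Of them, centring on the median of probe sets at 100 or more brings 16 of the 19 values within the reading error, and 3 not (HUP40, AT5G26200 and FHL). Quantile normalization brings 10 within it, AT5G47060, TN11, AT4G17670, HRA1, RGAT1, ATL23, HUP32, AT5G26200 and FHL among them, centring on the reference genes 11, TN11, AT4G39675, HUP6, AT1G74940, ATL23 and HUP32 among them, and 50 added to every signal 3, AT4G39675, AT4G17670 and AT1G74940. Scaling to the trimmed mean and the brightest probe set leave 5 within it and a floor of 100 leaves 2, and none of these brings in any of the 14 genes. Of the alternatives chosen after seeing the values, scaling to the 75th percentile brings 12 within it and scaling to the median of all probe sets 13. HUP40 lies outside the reading error under each alternative. The count of named core anaerobic genes at least 2-fold higher in Col-0 is 6 under each of these scalings except quantile normalization, where it is 7.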

Other observations

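The tests of positions in the last paragraph were chosen after the result was seen. The infected Col-0 array shows groups of genes that the paper does not discuss. Of 12 measured expansins and xyloglucan endotransglucosylases, enzymes and proteins that loosen the cell wall, 8 were at least 2-fold lower and 2 at least 2-fold higher, with a median log2 ratio of -1.64 in Col-0 and -1.33 in erfVII, below that of all 10000 random lists. EXPA4 was 4.06-fold lower (1124 and 277) and EXPB3 10.8-fold lower (1115 and 103.0), while XTH29 was at least 2.38-fold higher. Of 14 measured serine carboxypeptidase-like proteins 9 were lower and 0 higher, with a median of -1.40 in Col-0 and -1.05 in erfVII. UDP-glycosyltransferases went the other way, with 14 of 34 measured genes at least 2-fold higher, 1 lower and a median of 0.26 in Col-0, above that of 99.8% of random lists. UGT76B1, which glycosylates salicylic acid and isoleucic acid, was at least 26.6-fold higher in Col-0 and at least 14.1-fold higher in erfVII. The autophagy gene ATG8H was 5.89-fold higher in Col-0 and 5.20-fold higher in erfVII, while its list had a median of 0.37 in Col-0 over 8 genes. The medians of the cytochromes P450 (-0.08), beta-glucosidases (-0.14), SWEET sugar transporters (-0.11) and trichome birefringence-like proteins (-0.30) in Col-0 lay within the central 95% of random lists. Of 5 measured tau class glutathione S-transferases, 3 were lower and 1 higher, with a median of -1.68 in Col-0, below the central 95% of random lists (-1.01 to 0.73). In erfVII their median was -0.89, just inside it (-0.91 to 0.70). The median difference, erfVII minus Col-0, was 0.76, above the central 95% (-0.36 to 0.38), and was not tested. These lists were picked by gene symbol after the naming table was read, so family members listed under another symbol are left out.

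Some genes of the hormone, stress, photosynthesis and guard cell lists were measured on the arrays. PDF1.2b was 27.5-fold higher in infected Col-0 and 16.6-fold higher in infected erfVII, and ERF96, a transcription factor of the same branch, at least 2.88-fold and 4.29-fold higher, so the 3 measured genes of the ethylene and jasmonate ERF branch had a median log2 ratio of 4.78 in Col-0 and 4.05 in erfVII. OPCL1 of jasmonate synthesis was 3.45-fold and 4.29-fold higher, IGPS of tryptophan synthesis 6.73-fold and 5.83-fold higher, and CCR2 of lignin synthesis at least 9.34-fold and 5.57-fold higher. The oxidative stress genes UPOX (11.6-fold and 9.14-fold) and GSTU25 (at least 6.33-fold and 17.0-fold) were higher in both genotypes, as were LDH, lactate dehydrogenase (2.87-fold and 4.03-fold), and the senescence gene SAG29 (at least 3.12-fold and 4.69-fold). EIN3 lay within 2-fold (1.12-fold and 1.05-fold higher). Among 4 nuclear photosynthesis genes, SBPASE was 6.71-fold lower in Col-0 and 5.22-fold lower in erfVII and PRK 4.94-fold and 4.45-fold lower, with a median log2 ratio of -1.75 and -1.66. LHCB4.1 was 2.28-fold and 2.24-fold lower, and RCA 1.99-fold and 1.85-fold lower. The guard cell marker GC1 was 8.60-fold and 10.3-fold lower, and FAMA at least 1.77-fold lower in Col-0 and 1.51-fold lower in erfVII. The reference genes SAND, TIP41 and EXP had a median of 0.09 and 0.02.

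Leaving out the ERFVII genes, 16 genes were at least 2-fold apart the same way between erfVII and Col-0 on the mock and on the Botrytis arrays, 12 of them higher and 4 lower in erfVII. QQS, named after its values were seen, had signals of 55.3 in Col-0 mock and 5242 in erfVII mock and of 17.3 and 2471 after infection. A candidate explanation is genomic segments around the mutated ERFVII genes that differ from Col-0. Such segments do not account for the whole pattern, since 3 of the 16 genes (AT5G01350, AT5G02180 and GRXC1) lie on chromosome 5, which holds no ERFVII gene. Segments elsewhere in the genome that differ from Col-0 were not tested and stay open. Of the 13 genes on chromosomes with an ERFVII gene, 11 lie 476 to 4342 annotated genes from the nearest one (QQS 1492), and 2 (THI2.1 and AT1G73490, both near HRE1) lie within 300, more than in 69.9% of 10000 shifts of the gene order. For THI2.1 and AT1G73490, segments and genotype effects cannot be told apart, because their number lies inside what the shifts gave (median of 1).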
